# LncRNA *Ctcflos* orchestrates transcription and alternative splicing in thermogenic adipogenesis

**DOI:** 10.15252/embr.202051289

**Published:** 2021-05-31

**Authors:** Andrea Bast‐Habersbrunner, Christoph Kiefer, Peter Weber, Tobias Fromme, Anna Schießl, Petra C Schwalie, Bart Deplancke, Yongguo Li, Martin Klingenspor

**Keywords:** brite adipocytes, long noncoding RNAs, Prdm16, splicing, Ucp1‐dependent thermogenesis, Metabolism, RNA Biology

## Abstract

The recruitment of thermogenic brite adipocytes within white adipose tissue attenuates obesity and metabolic comorbidities, arousing interest in understanding the underlying regulatory mechanisms. The molecular network of brite adipogenesis, however, remains largely unresolved. In this light, long noncoding RNAs (lncRNAs) emerged as a versatile class of modulators that control many steps within the differentiation machinery. Leveraging the naturally varying propensities of different inbred mouse strains for white adipose tissue browning, we identify the nuclear lncRNA *Ctcflos* as a pivotal orchestrator of thermogenic gene expression during brite adipocyte differentiation. Mechanistically, *Ctcflos* acts as a pleiotropic regulator, being essential for the transcriptional recruitment of the early core thermogenic regulatory program and the modulation of alternative splicing to drive brite adipogenesis. This is showcased by *Ctcflos*‐regulated gene transcription and splicing of the key browning factor *Prdm16* toward the isoform that is specific for the thermogenic gene program. Conclusively, our findings emphasize the mechanistic versatility of lncRNAs acting at several independent levels of gene expression for effective regulation of key differentiation factors to direct cell fate and function.

## Introduction

Continuously increasing adiposity and in particular excess visceral white fat accumulation in humans worldwide constitutes the major risk factor for several metabolic diseases including type 2 diabetes, hypertension, and cardiovascular diseases (Mann, 2002; Lloyd‐Jones *et al,* 2009). For more than a century, several attempts have been made to develop pharmacological obesity treatments that, however, in many cases revealed to be unsafe, of moderate efficiency or short‐lasting (reviewed in Müller *et al,* 2018). In 2009, with the discovery of considerable amounts of brown adipocytes in adult humans (Saito *et al,* 2009; van Marken Lichtenbelt *et al,* 2009; Virtanen *et al,* 2009), recruitment and activation of these cells evolved as a promising strategy that could complement existing therapies to achieve a more sustainable weight loss and to relieve obesity‐associated comorbidities. As opposed to white adipocytes that store excess energy in the form of triglycerides, brown adipocytes dispense nutritional energy as heat via uncoupling protein 1 (UCP1). UCP1 is a transmembrane protein located in the inner membrane of brown fat mitochondria. Upon activation by lipolytically released free fatty acids, it allows proton flux from mitochondrial intermembrane space into matrix to mediate short‐circuiting of the mitochondrial proton gradient that normally powers adenosine triphosphate (ATP) synthesis (Klingenspor, 2003). Compensatory substrate catabolism is enforced to fuel the respiratory chain in the attempt to re‐establish the electrochemical gradient. Chemical energy of fatty acids and glucose is thus converted into thermal energy, making thermogenic fat a potent modulator in energy homeostasis in terms of energy expenditure, blood glucose, and lipid control in mouse and humans (Cederberg *et al,* 2001; Cypess *et al,* 2009; Bartelt *et al,* 2011; Bordicchia *et al,* 2012; Ouellet *et al,* 2012; Hanssen *et al,* 2015). Furthermore, prandial secretin‐mediated brown fat activation induces meal‐associated thermogenesis and consequently meal termination, attributing brown fat a role on both sides of the energy balance, in energy intake and energy expenditure (Li *et al,* 2018). In humans, the mass of BAT, however, is relatively small, limiting its contribution to whole body energy expenditure and metabolic homeostasis (reviewed in Carpentier *et al,* 2018).

In this regard, it is of great interest that thermogenic, UCP1 expressing fat cells can also be recruited within white adipose tissue (WAT) by acute cold exposure or β‐adrenergic receptor activation in a process called browning (Young *et al,* 1984; Cousin *et al,* 1992; Guerra *et al,* 1998; Himms‐Hagen *et al,* 2000). These brown‐in‐white (brite) or beige adipocytes share a similar UCP1‐mediated thermogenic potential as classical brown adipocytes but clearly differ in origin, development, anatomical location, and gene signature (Atit *et al,* 2006; Morrison *et al,* 2008; Kajimura *et al,* 2010; Wu *et al,* 2012; Harms & Seale, 2013). The particularity of brite adipocytes to develop within WAT can be employed to redirect the main function of the organ from mere energy storage toward energy dissipation, thereby increasing the mass of thermogenic adipocytes, counteracting obesity, and improving metabolic health (Guerra *et al,* 1998; Cederberg *et al,* 2001; Seale *et al,* 2011; Bordicchia *et al,* 2012). Mapping of cold‐inducible brown and brite adipocytes in lean and obese humans revealed a previously underestimated potential for the recruitment of thermogenic adipocytes in non‐subcutaneous adipose tissue depots (Leitner *et al,* 2017).

Facing that goal, it is of pivotal interest to deepen our yet superficial knowledge on the regulatory mechanisms underlying WAT browning. Some transcriptional (co‐) factors including peroxisome proliferator‐activated receptor γ (PPARγ), CCAAT/enhancer‐binding protein β (C/EBPβ), Pparγ coactivator 1α (PGC1α), and PR domain containing 16 (PRDM16) have been identified to be essential for brite adipogenesis (Harms & Seale, 2013; Chu & Gawronska‐Kozak, 2017; Pradhan *et al,* 2017). PRDM16 emerged as a cell‐autonomous key regulator controlling early determination and differentiation of thermogenic fat cells while repressing myogenic and white adipocyte lineages (Seale *et al,* 2011). Adipose tissue‐specific ectopic expression and knockout of *Prdm16* demonstrate that it is sufficient and required for browning of WAT with impact on whole body metabolism (Seale *et al,* 2011; Cohen *et al,* 2014). These core transcription factors, however, sketch only a rough frame of the regulatory network in brite adipogenesis that needs to be further specified in more depth (Li *et al,* 2019a).

In this respect, recent advances in global sequencing technologies uncovered a new class of RNAs, long noncoding RNAs (lncRNAs), as powerful modulators of cellular differentiation. Rapid progress in whole‐genome and whole‐transcriptome profiling revealed that the human genome is pervasively transcribed but only 1.2% of it are protein‐coding exons (Scheideler, 2019). This discrepancy weakened the former perception of RNA as mere messenger between DNA and protein and led to the discovery of further regulatory non‐protein‐coding RNA classes, including long noncoding RNAs (lncRNAs). Longtime disregarded as transcriptional junk, they nowadays emerge as versatile regulators and drivers of organismal complexity. LncRNAs are low abundant transcripts of more than 200 nucleotides length with highly tissue and developmental stage‐specific expression fostering their regulatory potential in cellular differentiation (Derrien *et al,* 2012). Accordingly, some lncRNAs have been identified as critical components in white and brown adipogenesis (Sun *et al,* 2013; Zhao *et al,* 2014; Alvarez‐Dominguez *et al,* 2015; Schmidt *et al,* 2018). Knowledge on the role of lncRNAs in brite adipogenesis, in contrast, remains limited and demands for a systematic approach to identify long noncoding transcripts of functional importance in differentiation and thermogenesis of these cells.

To this end, comparative studies between mouse strains with naturally varying browning propensities provide a fruitful approach that allows to fade out general noise unveiling the key factors that determine the capacity for WAT browning (Li *et al,* 2019a). Different inbred mouse strains possess diverging capacities to recruit brite adipocytes in WAT in response to cold or β‐adrenergic receptor stimulation (Koza *et al,* 2000; Xue *et al,* 2005). As mirrored by the expression level of *Ucp1*, SWR/J and BL/6J strains exhibit a low, while A/J, AKR/J, and 129S6 strains have a high browning propensity. This disparity is also maintained on the level of primary adipocytes *in vitro* in the absence of systemic influences including sympathetic innervation, endocrine stimuli, or the degree of angiogenesis and is independent of paracrine and autocrine signals. The propensity for brite adipocyte recruitment in WAT thus depends on cues intrinsic to the progenitor cells determined by their respective genetic background (Li *et al,* 2014).

Previously, we took advantage of this phenomenon within a systems‐genetics approach to identify and validate several novel browning regulating protein‐coding genes and to integrate them into a comprehensive regulatory network that orchestrates brite adipocyte differentiation (Li *et al,* 2019a). Here, we take advantage of these resources in a comparative transcriptome analysis to complement the established browning regulatory network of protein‐coding genes with lncRNAs as a further layer of regulation. Among the identified lncRNAs, *Ctcflos* stood out as the top candidate that acts as a novel essential regulator of differentiation, maintenance, and thermogenic function of brite adipocytes. Mechanistically, *Ctcflos* operates at two regulatory levels, at transcriptional control of the brite characteristic gene program and as central regulator of alternative splicing during brite adipogenesis, exemplified by modulating transcription and isoform preference of *Prdm16*.

## Results

### Long noncoding RNAs are strongly regulated during brite adipocyte differentiation

To determine long noncoding RNAs of regulatory function in the browning process, we performed whole transcriptome analysis of undifferentiated and rosiglitazone‐differentiated primary brite adipocytes derived from inguinal WAT (iWAT) of five mouse strains (SWR/J, BL/6J, A/J, AKR/J, and 129S6), as well as primary white adipocytes of 129S6 mice differentiated in the absence of rosiglitazone as described and validated previously (Data ref: Array Express E‐MTAB‐8344, 2019) (Data ref: Li *et al,* 2019b) (Fig 1A). This dataset allowed the comparison of the long noncoding RNA transcriptomes between (i) preadipocytes and differentiated brite cells, (ii) mouse strains of strong and weak browning propensity, and (iii) differentiated brite and white adipocytes.

**Figure 1:**
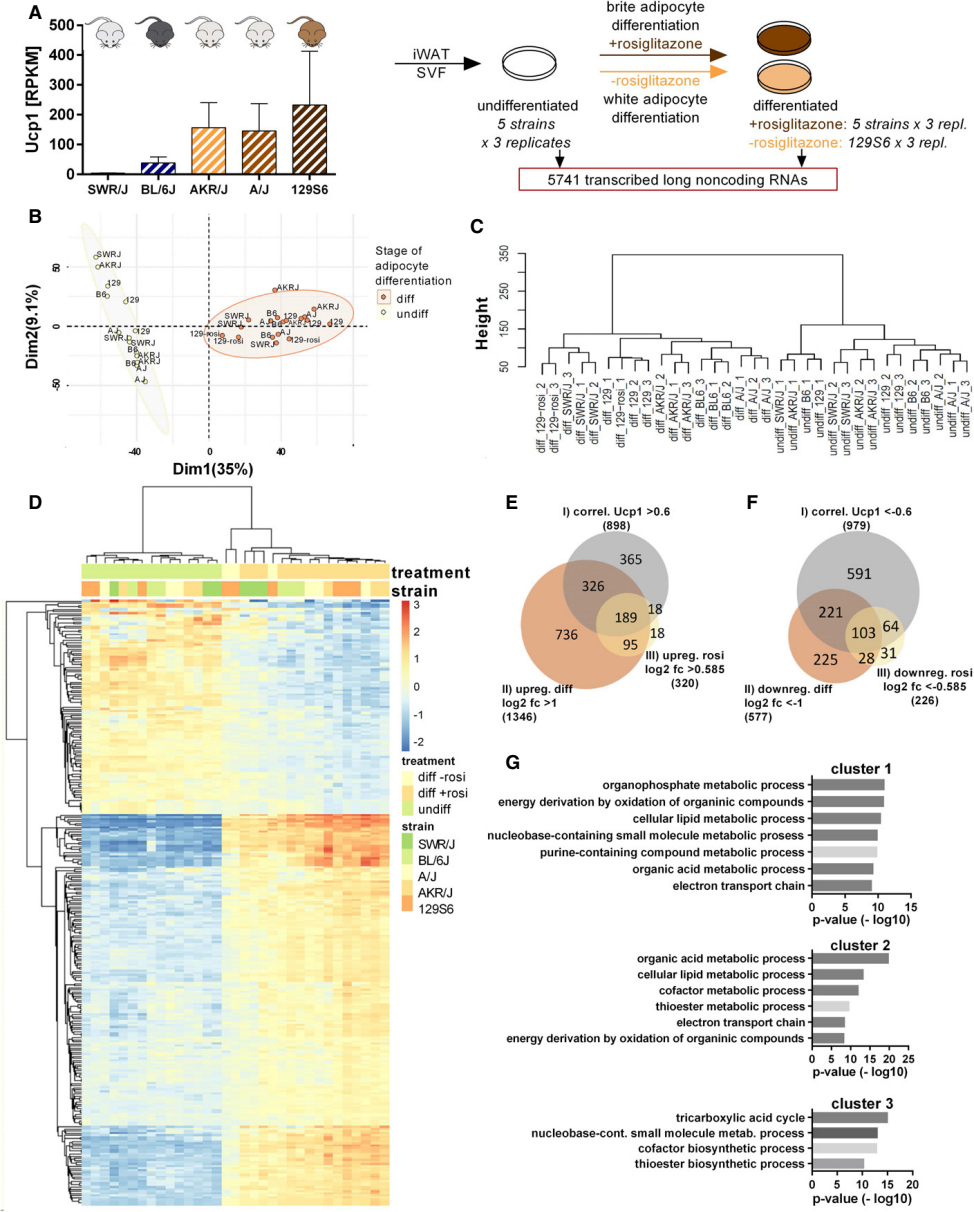
Comparative transcriptome analysis reveals positive and negative lncRNA regulators in brite adipogenesis AExperimental design of transcriptome analysis. Primary preadipocytes and differentiated adipocytes ((w/o) rosiglitazone), isolated from inguinal white adipose tissue (iWAT) of five inbred mouse strains of varying browning propensity (evaluated based on Ucp1 transcript levels in RPKM (reads per kilobase per million mapped reads)). Mean values ± SD, *n* = 3 (biological replicates) (Data ref: Array Express E‐MTAB‐8344, 2019) (Data ref: Li *et al,* 2019b) were subjected to RNA sequencing to identify regulated long noncoding (lnc) RNAs.BPrincipal component analysis (PCA) of undifferentiated and differentiated adipocyte samples, *n* = 3 (biological replicates).CHierarchical clustering of the long noncoding transcriptome of undifferentiated and differentiated adipocyte samples, *n* = 3 (biological replicates), Euclidean distance.DHeatmap, displaying row‐wise centered log2 normalized counts.E, FVenn diagrams of positively and negatively regulated lncRNAs selected according to correlation with *Ucp1*, regulation during differentiation and regulation by rosiglitazone treatment, *n* = 3 (biological replicates).GGO term analysis of different mRNA clusters derived from lncRNA–mRNA coexpression network (according to Bai *et al,* 2017) that point toward lncRNA‐associated cellular processes, hypergeometric test.

Overall, we found that the identified long noncoding transcriptome, consisting of 5,741 transcribed lncRNAs (mean read number over all samples ≥ 3), clearly separated undifferentiated from differentiated adipocyte samples, demonstrating their transcriptional regulation during brite cell differentiation. Among them there might be lncRNAs that are functionally involved in the regulation of this process (Fig 1B and C). In principal component analysis and hierarchical clustering of all lncRNAs, preadipocyte samples clustered closely together apart from those of mature brite adipocytes. The long noncoding transcriptome thus displayed profound changes in the course of adipogenesis and browning and mirrored the state of differentiation. Furthermore, the distances between the strains clearly increased in the differentiated state, demonstrating that the long noncoding transcriptome developed from a relatively common pattern to a strain‐specific signature during the course of brite differentiation.

To reveal lncRNAs that are of functional relevance in brite adipogenesis, we set three selection criteria: We extracted lncRNAs that (i) correlate with *Ucp1* expression across the five mouse strains (Pearson *r* > 0.6 for positive correlations; Pearson *r* < −0.6 for negative correlations), (ii) are significantly regulated during differentiation of 129S6 adipocytes (log2 fold change (fc) (differentiated: undifferentiated) > 1; < −1 for up‐ and downregulation, respectively), and (iii) are affected by rosiglitazone (rosi) treatment in this strain (log2 fc (with rosi: without rosi) > 0.585; < −0.585 for induced and repressed lncRNAs, respectively). According to these three criteria, we identified 189 lncRNAs that positively correlated with *Ucp1* across the mouse strains, were upregulated during 129S6 brite adipogenesis, and induced by rosiglitazone (Fig 1D and E) (Dataset EV1), as well as 103 lncRNAs that negatively correlated with *Ucp1* and were downregulated during differentiation and rosiglitazone treatment (Fig 1D and F) (Dataset EV1) (Data ref: Array Express E‐MTAB‐8344, 2019). The proportion of positively regulated lncRNAs (3.3%) was similar to that of positively regulated protein‐coding genes (3.7%) selected according to the same three criteria (Fig EV1, EV2, EV3, EV4, EV5), proposing a similarly important role of this group of lncRNAs in the browning process.

**Figure EV1:**
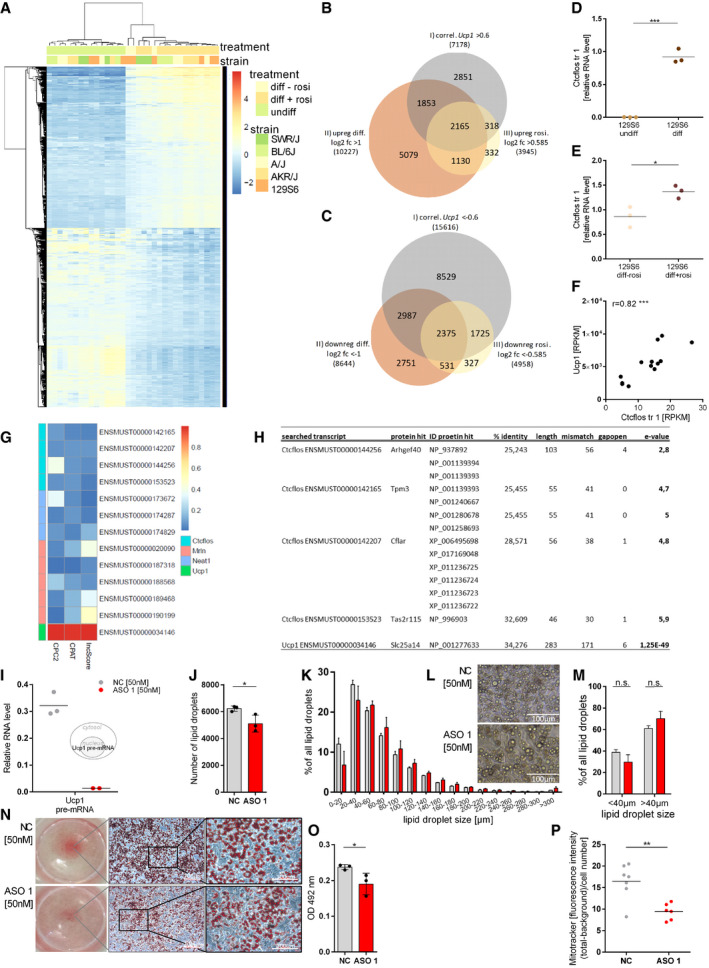
Regulation of protein‐coding genes in brite adipogenesis, confirmation of *Ctcflos* regulation by qRT–PCR, Ctcflos KD effects on adipocyte lipid droplets, and mitochondrial biogenesis AHeatmap of positively and negatively regulated protein‐coding genes selected according to correlation with *Ucp1*, regulation during differentiation and regulation by rosiglitazone treatment.B, CVenn diagrams of positively and negatively regulated protein‐coding genes selected according to correlation with *Ucp1*, regulation during differentiation and regulation by rosiglitazone treatment.D
*Ctcflos tr1* relative RNA levels in differentiated compared to undifferentiated primary brite adipocytes of 129S6 mice, assessed by qPCR. Mean and individual values, *n* = 3 (biological replicates), unpaired *t*‐test, ***P < 0.001.E
*Ctcflos tr1* relative RNA levels in differentiated brite (+rosi) compared with differentiated white (−rosi) adipocytes of 129S6 mice, assessed by qPCR. Mean and individual values, *n* = 3 (biological replicates), unpaired *t*‐test, *P < 0.05.FCorrelation of *Ctcflos* and *Ucp1* transcript levels in iBAT of C57BL/6J mice across 0, 6, 24, and 48 h of cold (4°C) exposure (transcript levels in RPKM). Individual values. Pearson correlation, ***P < 0.001.GProtein‐coding potential scores for *Ctcflos*, *Nuclear Paraspeckle Assembly Transcript 1* (*Neat1*), *Myoregulin* (*Mrln*), and *Ucp1* assessed by publicly available machine‐learning algorithms.H
*In silico* translation of *Ctcflos* transcripts and alignment against the NCBI protein database to test for the putative presence of corresponding peptides.IRelative *Ucp1* pre‐mRNA levels in response to *Ctcflos* tr1 KD by ASO 1 compared with nontargeting control, assessed by qPCR. Mean and individual values, *n* = 2–3 (biological replicates).JNumber of lipid droplets in *Ctcflos* tr1 (ASO 1) KD compared with control cells, assessed by digital image analysis (Wimasis). Mean values ± SD, *n* = 3 (biological replicates), unpaired *t*‐test, *P < 0.05.K–MLipid droplet morphology in *Ctcflos* tr1 KD compared with controls. (K) Lipid droplet size distribution as percentage of lipid droplets in different size categories, assessed by digital image analysis (Wimasis), *n* = 3 (biological replicates). (L) Microscopic image section of differentiating primary brite adipocytes 72 h after *Ctcflos* tr1 KD (lower image) or nontargeting control treatment (upper image) (day 1 diff). (M) Percentage of lipid droplets below and above 40 µm cutoff comparing *Ctcflos* tr1 KD and control samples. Mean values ± SD, *n* = 3 (biological replicates), two‐way ANOVA (Šídák‐test).N, OOil red O staining of control and *Ctcflos* tr1 (ASO 1) KD primary brite adipocytes 72 h after the KD at day 1 of differentiation. (N) Images of entire wells (left) of stained cells, microscopic images with 10× objective, bars indicate 200 µm (middle) and microscopic images with 32× objective, bars indicate 100 µm (right). (O) Quantification of Oil red O staining by absorbance measurement at 492 nm of stained cells subtracted by background. Mean and individual values, *n* = 3 (technical replicates), unpaired *t*‐test, *P < 0.05.PQuantification of Mito Tracker staining as whole image fluorescence intensity subtracted by background and normalized to cell number comparing *Ctcflos* tr1 (ASO 1) KD and control. Mean and individual values *n* = 6–7 (technical replicates) the experiment was repeated a second time for a total of two biological replicates, for the second replication see (Fig 4S), unpaired *t*‐test, **P < 0.01.

**Figure EV2:**
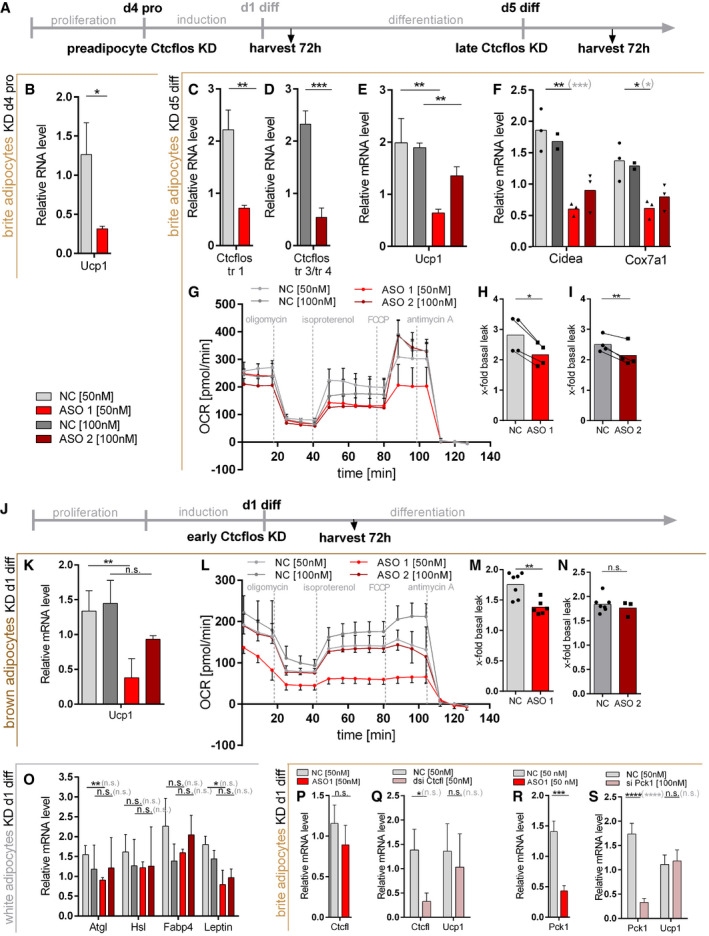
*Ctcflos* KD effects on inguinal preadipocytes, mature brite adipocytes, and differentiating brown and white adipocytes ADesign of *Ctcflos* knockdown (KD) experiments in inguinal preadipocytes and mature brite adipocytes. For experiments in preadipocytes, *Ctcflos* KD was performed at sub‐confluence of growing precursor cells and cells were harvested and analyzed 72 h later. For experiments in mature brite adipocytes, *Ctcflos* KD was performed at day 5 of differentiation and cells were harvested and analyzed 72 h later.BRelative *Ucp1* transcript levels in response to *Ctcflos* tr1 (ASO 1) KD in sub‐confluent preadipocytes compared with nontargeting control, assessed by qPCR. Mean values ± SD, *n* = 3 (technical replicates), unpaired *t*‐test, *P < 0.05.C–IImpact of *Ctcflos* KD on mature brite adipocytes. (C, D) Efficiency of *Ctcflos* KD by (C) LNA Gapmer ASO 1 targeting *Ctcflos* transcript 1 and (D) LNA Gapmer ASO 2 targeting *Ctcflos* transcripts 3 and 4 compared with nontargeting controls, assessed by qPCR. Mean values ± SD, *n* = 3 (biological replicates), unpaired *t*‐tests, **P < 0.01, ***P < 0.001. (E) Relative *Ucp1* transcript levels in response to *Ctcflos* tr1 (ASO 1), 3, and 4 (ASO 2) KD compared with nontargeting controls, assessed by qPCR. Mean values ± SD, *n* = 3 (biological replicates), unpaired *t*‐tests, **P < 0.01. (F) Relative expression levels of *cell death‐inducing DNA fragmentation factor alpha‐like effector A* (*Cidea*) and *cytochrome c oxidase subunit 7a1* (*Cox7a1*) in *Ctcflos* tr1 (ASO 1), 3, and 4 (ASO 2) KD compared with control samples, assessed by qPCR. Mean and individual values, *n* = 2–3 (biological replicates), for groups with *n* = 3 (biological replicates): unpaired *t*‐tests or in gray parenthesis two‐way ANOVA (Šídák‐test), *P < 0.05, **P < 0.01, ***P < 0.001. (G‐I) Effect of *Ctcflos* KD on mature brite adipocyte respiratory capacity. (G) Time course of oxygen consumption rates in mature primary brite adipocytes 72 h after treatment (day 5 diff), comparing *Ctcflos* tr1 (ASO 1), 3, and 4 (ASO 2) KD with their respective controls, measured by microplate‐based respirometry (Seahorse XF96 Analyzer). Oxygen consumption is recorded under basal conditions and in response to successive injection of oligomycin (5 µM), isoproterenol (1.5 µM), FCCP (1 µM) and antimycin A (5 µM) to determine basal leak, UCP1‐dependent uncoupled, maximal, and non‐mitochondrial respiration, respectively. Data are expressed after deduction of non‐mitochondrial respiration. Mean values ± SD, *n* = 4 (biological replicates). (H, I) Quantification of isoproterenol‐stimulated UCP1‐mediated uncoupled respiration, expressed as fold of basal leak respiration. Mean and single values, paired *t*‐test, *P < 0.05, **P < 0.01.JDesign of *Ctcflos* knockdown (KD) experiments in differentiating interscapular brown and inguinal white adipocytes. *Ctcflos* KD was performed at the first day after induction, and cells were harvested and analyzed 72 h later.K–NImpact of *Ctcflos* KD on differentiating interscapular brown adipocytes. (K) Relative *Ucp1* transcript levels in response to *Ctcflos* tr1 (ASO 1), 3, and 4 (ASO 2) KD (day 1 diff) compared with nontargeting controls, assessed by qPCR. Mean values ± SD, *n* = 3–4 (biological replicates), unpaired *t*‐tests, n.s. *P* > 0.05, **P < 0.01. (L, M) Effect of *Ctcflos* KD on differentiating brown adipocyte respiratory capacity. (L) Time course of oxygen consumption rates in differentiating primary brown adipocytes 72 h after treatment (day 1 diff), comparing *Ctcflos* tr1 (ASO 1), 3, and 4 (ASO 2) KD with their respective controls, measured by microplate‐based respirometry (Seahorse XF96 Analyzer) as described above for (G). Mean values, *n* = 8 (technical replicates). (M, N) Quantification of isoproterenol‐stimulated UCP1‐mediated uncoupled respiration, expressed as fold of basal leak respiration. Mean and single values, paired *t*‐test, **P < 0.01.OImpact of *Ctcflos* KD on differentiating white adipocytes. Relative expression levels of *Adipose triglyceride lipase* (*Atgl*) and *Hormone‐sensitive lipase* (*Hsl*), *Fatty acid‐binding protein 4* *(Fabp4),* and *Leptin* in *Ctcflos* tr1 (ASO 1), 3, and 4 (ASO 2) KD (day 1 diff) compared with control samples, assessed by qPCR. Mean values ± SD, *n* = 3 (biological replicates), unpaired *t*‐tests, or in gray parenthesis two‐way ANOVA (Šídák‐test), *P < 0.05, **P < 0.01.P, QRole of *Ctcfl* in *Ctcflos*‐dependent brite adipogenesis. (P) Relative *Ctcfl* transcript levels in response to *Ctcflos* tr1 (ASO 1) KD (day 1 diff) compared with nontargeting controls, assessed by qPCR. Mean values ± SD, *n* = 3 (biological replicates), unpaired *t*‐test, n.s. *P* > 0.05. (Q) Relative *Ctcfl* transcript levels in response to *Ctcfl* KD (dsi Ctcfl) (day 1 diff) compared with nontargeting controls and relative *Ucp1* transcript levels in response to *Ctcfl* KD (dsi Ctcfl) (day 1 diff) compared with nontargeting controls, assessed by qPCR. Mean values ± SD, *n* = 3 (biological replicates). Unpaired *t*‐tests or in gray parenthesis two‐way ANOVA (Šídák‐test), n.s. *P* > 0.05, *P < 0.05.R, SRole of Pck1 in *Ctcflos*‐dependent brite adipogenesis. (R) Relative *Pck1* transcript levels in response to *Ctcflos* tr1 (ASO 1) KD (day 1 diff) compared with nontargeting controls, assessed by qPCR. Mean values ± SD, *n* = 3 (technical replicates), unpaired *t*‐test, ***P < 0.001. (S) Relative *Pck1* transcript levels in response to *Pck1* KD (si Pck1) (day 1 diff) compared with nontargeting controls and relative *Ucp1* transcript levels in response to *Pck1* KD (si Pck1) (day 1 diff) compared with nontargeting controls, assessed by qPCR. Mean values ± SD, *n* = 6 (technical replicates). Unpaired *t*‐tests, or in gray parenthesis two‐way ANOVA (Šídák‐test), n.s. *P* > 0.05, ****P < 0.0001.

**Figure EV3:**
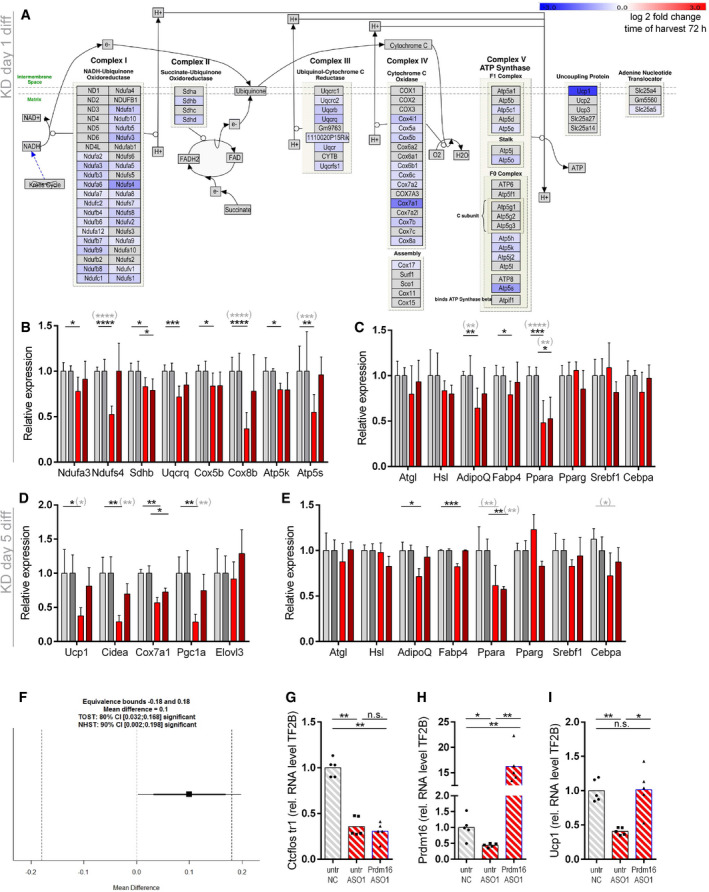
Impact of *Ctcflos* KD on mitochondrial respiratory chain, brite adipogenesis, and general adipogenesis in differentiating and mature brite cells in transcriptome profiling. Epistasis between *Ctcflos* and *Prdm16* A–CImpact of *Ctcflos* KD on differentiating brite adipocytes (KD on day 1 of differentiation) in transcriptome analysis.(A) Expression of respiratory chain complex subunits in response to *Ctcflos* tr1 (ASO1) KD (day 1 of differentiation), visualized by Path Visio software. Color code visualizes log2 fold change of gene expression 72 h after the KD. (B) Relative expression levels of selected respiratory chain complex subunits. *Ctcflos* tr1 (ASO 1) and tr3 and tr4 (ASO2) KD samples relative to their nontargeting controls. *NADH:ubiquinone* *oxidoreductase subunit A3* (*Ndufa3*), *NADH:ubiquinone oxidoreductase core subunit S4* (*Ndufs4*), *succinate dehydrogenase complex, subunit B, iron sulfur* (*Sdhb*), *ubiquinol‐cytochrome c reductase, complex III subunit VII* (*Uqcrq*), *cytochrome c oxidase subunit 5B* (*Cox8b*), *ATP synthase subunit E* (*Atp5k*), *ATP synthase subunit s* (*Atp5s*). Mean values ± SD, *n* = 6 (biological replicates), unpaired *t*‐tests or in gray parenthesis two‐way ANOVA (Šídák‐test), *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, no * indicate nonsignificant changes (not depicted in the graph due to visibility reasons). (C) Relative expression levels of general adipogenesis marker genes. *Ctcflos* tr1 (ASO 1) and tr3 and tr4 (ASO2) KD samples relative to their nontargeting controls. *Adipose triglyceride lipase* (*Atgl*), *hormone‐sensitive lipase* (*Hsl*), *Adiponectin* (*AdipoQ*), *fatty acid‐binding protein 4* (*Fabp4*), *Peroxisome proliferator‐activated receptor alpha* (*Ppara*), *sterol regulatory element‐binding transcription factor 1* (*Srebf1*), *CCAAT/enhancer‐binding protein alpha* (*Cebpa*). Mean values ± SD, *n* = 6 (biological replicates), unpaired *t*‐tests or in gray parenthesis two‐way ANOVA (Šídák‐test), *P < 0.05, **P < 0.01,, ****P < 0.0001, no * indicate nonsignificant changes (not depicted in the graph due to visibility reasons).D, EImpact of *Ctcflos* KD on mature brite adipocytes (KD on day 5 of differentiation) in transcriptome analysis. (D) Relative expression levels of brite adipocyte marker genes. *Ctcflos* tr1 (ASO 1), tr3 and tr4 (ASO2) KD samples relative to their nontargeting controls. *Uncoupling protein 1* (*Ucp1*), *cell death‐inducing DNA fragmentation factor alpha‐like effector A* (*Cidea*), *cytochrome c oxidase subunit 7a1* (*Cox7a1*), *peroxisome proliferator‐activated receptor γ coactivator 1α* (*Pgc1a*), and *elongation of very long chain fatty acid‐like 3* (*Elovl3*). Mean values ± SD, *n* = 3 (biological replicates), unpaired *t*‐tests or in gray parenthesis two‐way ANOVA (Šídák‐test), *P < 0.05, **P < 0.01, no * indicate nonsignificant changes (not depicted in the graph due to visibility reasons). (E) Relative expression levels of general adipogenesis marker genes. *Ctcflos* tr1 (ASO 1), tr3, and tr4 (ASO2) KD samples relative to their nontargeting controls. *Atgl*, *Hsl*, *AdipoQ*, *Fabp4*, *Ppara*, *Srebf1*, and *Cebpa*. Mean values ± SD, *n* = 3 (biological replicates), unpaired *t*‐tests or in gray parenthesis two‐way ANOVA (Šídák‐test), *P < 0.05, **P < 0.01, ***P < 0.001, no * indicate nonsignificant changes (not depicted in the graph due to visibility reasons).F–IEpistasis between *Ctcflos* and *Prdm16*. (F) Paired TOST equivalence test comparing *Ucp1* transcript levels of (A) *Ctcflos* single with *Ctcflos*+*Prdm16* double KD. Significance level alpha = 0.1. Equivalence bounds based on the multiplicative gene interaction model. (G‐I) Rescue of *Ctcflos* KD impact on *Ucp1* gene transcription by *Prdm16* overexpression. Primary iWAT cells untreated or infected with Prdm16‐expressing viral particles at the second day of proliferation, followed by reverse transfection at the first day of differentiation using nontargeting control (NC) or *Ctcflos*‐targeting ASO1. Gene expression analyzed 72 h later by qPCR. (G) Transcript levels of *Ctcflos* tr1 relative to *Gtf2b*. (H) Transcript levels of *Prdm16* relative to *Gtf2b*. (I) Transcript levels of *Ucp1* relative to *Gtf2b*. Mean and individual values. Each graph presents pooled data from two experiments with slightly varying virus titers. RM One‐way ANOVA (Tukey test), n.s. *P* > 0.05, *P < 0.05, **P < 0.01.

**Figure EV4:**
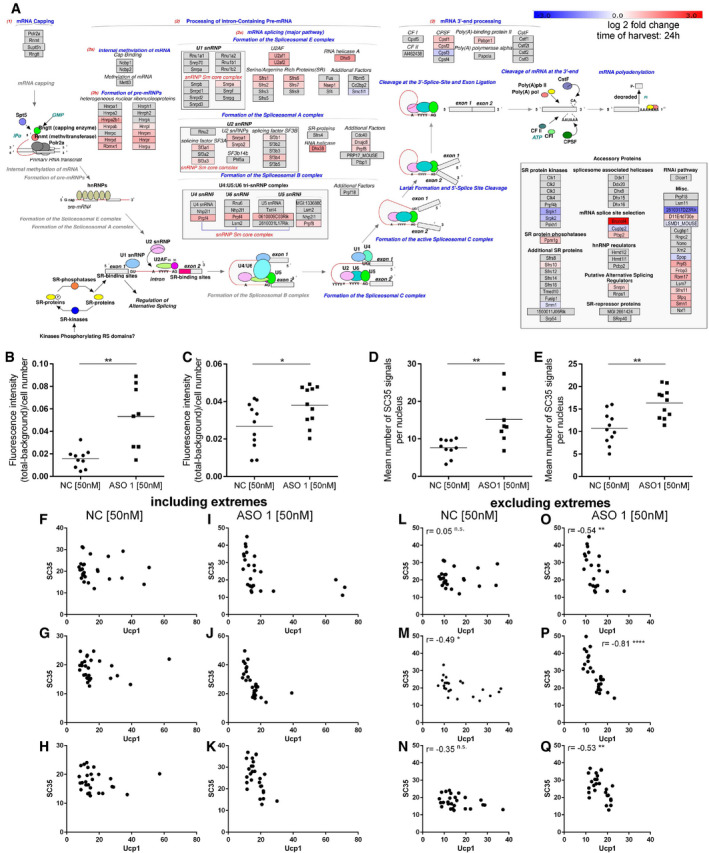
*Ctcflos* KD‐dependent changes in the splicing machinery AExpression of splicing machinery components and splicing regulating factors from transcriptome profiling in response to *Ctcflos* tr1 (ASO 1) KD (KD on day 1 of differentiation), visualized by Path Visio software. Color code visualizes log2 fold change in gene expression 24 h after the KD.B, CQuantification of SC35 fluorescence signal from immunocytochemistry as whole image fluorescence intensity subtracted by background and normalized to total cell number. Mean and individual values, *n* = 8–11 (technical replicates) the experiment was performed for a total of three times, for the third experiment see (Fig 6F), unpaired *t*‐test, *P < 0.05, **P < 0.01.D, EQuantification of nuclear speckle number from immunocytochemistry as mean number of SC35 signals per nucleus. Mean and individual values, *n* = 8–11 (technical replicates) the experiment was performed for a total of three times, for the third experiment see (Fig 6G), unpaired *t*‐test, **P < 0.01.F–QCorrelation of SC35 and UCP1 fluorescence signals in immunocytochemistry across individual cells in (F‐H, L‐N) control and (I‐K, O‐Q) *Ctcflos* tr1 (ASO 1) KD cells. (F‐K) Extreme values are included. (L‐Q) Extreme values were excluded to avoid distortion of correlation analysis. Additional three replicates to (Fig 6F and G). Pearson correlation, *P < 0.05, **P < 0.01, ****P < 0.0001.

**Figure EV5:**
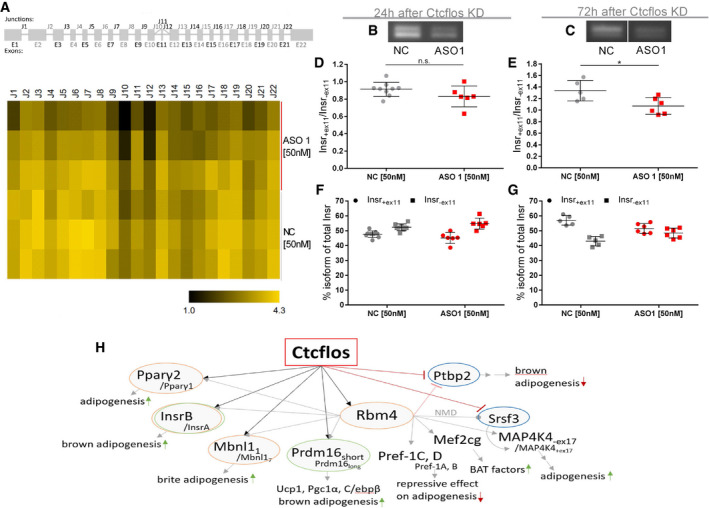
*Ctcflos* KD‐dependent changes in alternative splicing of *Insr* ASplice graph (upper panel) and exon junction heatmap (lower panel) of *Insulin receptor* *(Insr)* comparing *Ctcflos* tr1 (ASO 1) KD and controls in transcriptome wide splicing analysis by SGSeq algorithm (Goldstein *et al,* 2016). The splice graph displays *Insr* exons and alternative exon junctions. In the heatmap, usage of exon junctions is quantified from junction spanning reads for *Ctcflos* tr1 (ASO 1) KD and controls.B, CPCR gel pictures of *Insr*_+ex11_ (upper band) and *Insr*_‐ex11_ (lower band) in control and *Ctcflos* tr1 (ASO 1) KD samples, (B) 24 h or (C) 72 h after the KD.D, ERatio of *Insr*_+ex11_ to *Insr*_‐ex11_ in control and *Ctcflos* tr1 (ASO 1) KD samples, (D) 24 h or (E) 72 h after the KD quantified from PCR signals. Mean and individual values, *n* = 5–9 (technical replicates), unpaired *t*‐test, n.s. *P* > 0.05 *P < 0.05.F, GPercentage of *Insr*_+ex11_ and *Insr*_‐ex11_ of total *Insr* in control and *Ctcflos* tr1 (ASO 1) KD samples, (F) 24 h or (G) 72 h after the KD quantified from PCR signals. Mean and individual values, *n* = 5–9 (technical replicates).HReported targets of RBM4 regulated alternative splicing and transcription in brown adipose tissue (Lin *et al,* 2014; Lin, 2015; Chi & Lin, 2018; Peng *et al*, 2018; Hung & Lin, 2019). Yellow circles mark genes that were identified by deep sequencing to be differentially spliced also by *Ctcflos* tr1 (ASO 1) KD compared with control samples, green circles mark genes for which *Ctcflos*‐dependent alternative splicing was confirmed experimentally, and blue circles highlight genes that are transcriptionally regulated by *Ctcflos*. Source data are available online for this figure.

In contrast to coding RNAs, it is difficult to generally annotate functions to lncRNAs due to their poor conservation (Bai *et al,* 2017). Nevertheless, functions of lncRNAs can be deduced from their correlation with mRNAs during dynamic physiological processes, with the hypothesis that overrepresented gene ontology (GO) terms for all mRNAs directly connected with at least one lncRNA within a correlation network cluster hint toward the biological functions of lncRNAs in this group (Cabili *et al,* 2011; Bai *et al,* 2017). To get an impression of the processes in which the identified, positively regulated lncRNAs might be functionally involved during brite adipogenesis, we generated a lncRNA–mRNA correlation network according to the above‐described model. Clustering of the correlation network resulted in a subdivision into three main coexpression groups (clusters 1–3) (Fig 1G). Based on the presented GO terms of lncRNA‐connected mRNAs, lncRNAs of cluster 1 and 2 were predicted to be involved in “electron transport chain” and “cellular lipid metabolism‐” associated processes as well as “energy derivation by oxidation of organic compounds”, while those of cluster 3 were associated with “tricarboxylic acid cycle” (Fig 1G). Together, our analyses suggest an appreciable contribution of lncRNAs to the regulation of brite adipogenesis and propose their involvement in brite cell energy metabolism and respiration.

### Long noncoding RNA *Ctcflos* stands out as the top candidate regulated in brite adipogenesis and brown fat thermogenesis

We further narrowed down the candidate lncRNAs to thermogenically active transcripts by testing their regulation in brown adipose tissue upon acute cold exposure *in vivo*. Only seven of the lncRNA transcripts, regulated in brite adipogenesis, were also significantly upregulated more than twofold in interscapular BAT (iBAT) of 6 h cold exposed BL/6J mice (Fig 2A and B) (Data ref: Gene Expression Omnibus GSE119452, 2018). The top three transcripts all constitute isoforms of lncRNA *Ctcflos*, on which we thus further focused for in‐depth characterization.

**Figure 2:**
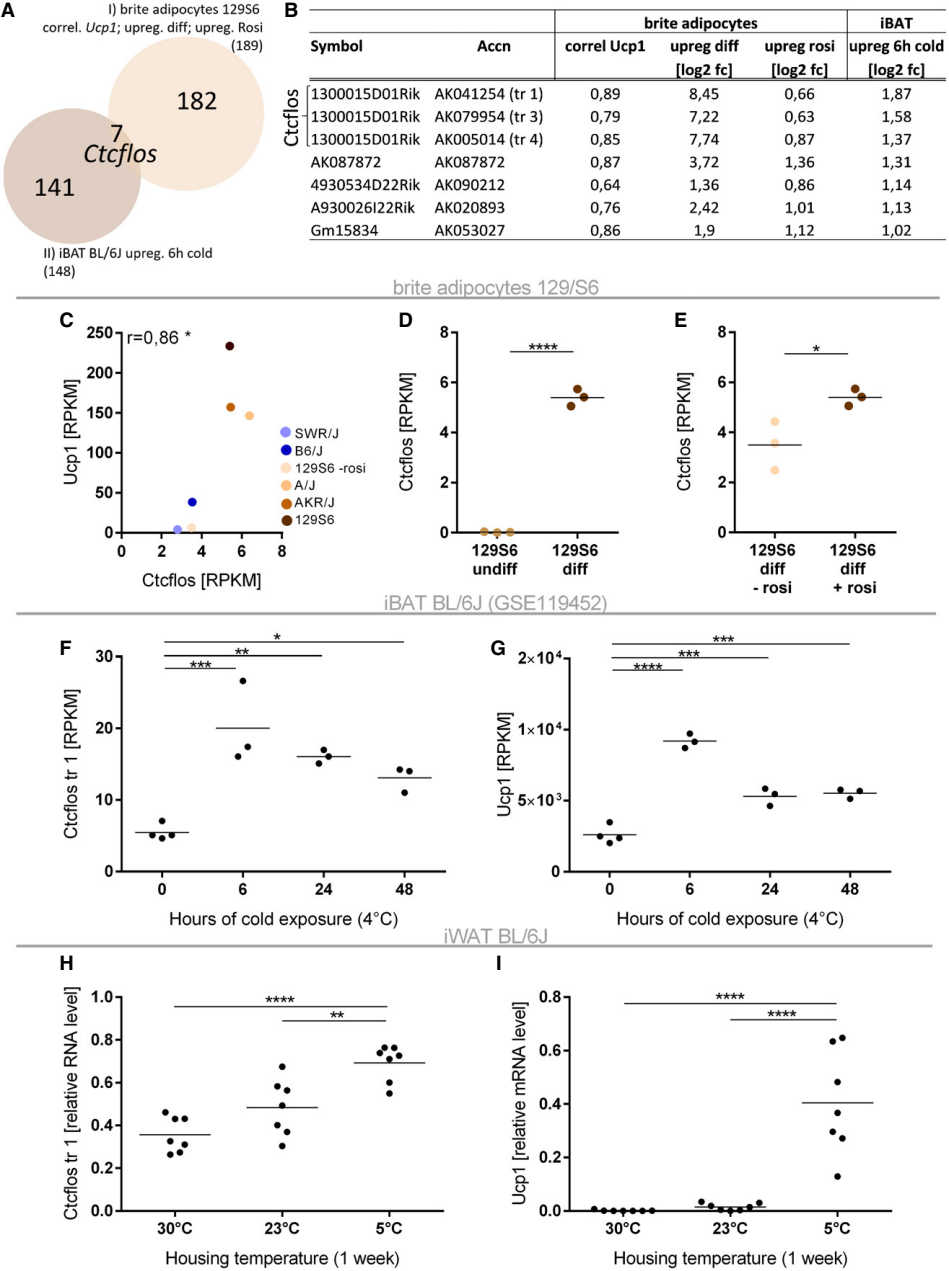
*Ctcflos* stands out as strongest regulated lncRNA in brite adipogenesis *in vitro* and during iBAT activation *in vivo* AVenn diagram of lncRNAs positively regulated in brite adipogenesis *in vitro* (see Fig 1E) and induced in cold‐mediated activation of interscapular brown adipose tissue (iBAT) *in vivo*. Seven lncRNAs are upregulated in both conditions.BTable of co‐regulated lncRNAs. Three *Ctcflos* transcripts stand out as strongest regulated lncRNA candidates.C–E
*Ctcflos* meets the three selection criteria for positively regulated lncRNAs in brite adipogenesis. (C) Correlation of *Ctcflos* (mean of transcript 1; 2; 3) with *Ucp1* transcript levels across differentiated brite adipocytes derived from the five mouse strains (transcript levels in RPKM). Mean values, *n* = 3 (biological replicates), Pearson correlation, *P < 0.05. (D) *Ctcflos* transcript levels (mean of transcript 1; 2; 3) in differentiated compared to undifferentiated brite adipocytes of 129S6 mice (transcript levels in RPKM). Mean and individual values, *n* = 3 (biological replicates), unpaired *t*‐test, ****P < 0.0001. (E) *Ctcflos* transcript levels (mean of transcript 1; 2; 3) in differentiated brite (+rosi) compared to differentiated white (−rosi) adipocytes of 129S6 mice (transcript levels in RPKM). Mean and individual values, *n* = 3 (biological replicates), unpaired *t*‐test, *P < 0.05.F, GInduction of *Ctcflos* along with *Ucp1 in vivo* in cold‐activated iBAT (Data ref: Maurer *et al,* 2018). Time course of (F) *Ctcflos* and (G) *Ucp1* transcript levels in iBAT of 0, 6, 24, or 48 h cold (4°C) exposed C57BL/6J mice (transcript levels in RPKM). Mean and individual values, *n* = 3–4 (biological replicates), one‐way ANOVA (Šídák‐test), *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.H, IInduction of *Ctcflos* and *Ucp1 in vivo* during cold‐induced iWAT browning. Relative expression levels of (H) *Ctcflos* transcript 1 and (I) *Ucp1* in iWAT of C57BL/6J mice held at 5°C for 1 week compared with age‐ and weight‐matched mice held at 30°C or 23°C, assessed by quantitative PCR (qPCR). Mean and individual values, *n* = 7 (biological replicates), one‐way ANOVA (Šídák‐test), **P < 0.01, ****P < 0.0001.

LncRNA *Ctcflos* meets the selection criteria for the identification of putative regulatory lncRNAs as extracted from the transcriptome data and confirmed by qPCR. (i) Correlation analyses demonstrated that *Ctcflos* and *Ucp1* follow the same trend with higher transcript abundance in mouse strains of high browning capacity and lower abundance in those of minor browning propensity (Pearson *r* = 0.86) (Fig 2C). (ii) During differentiation of iWAT‐derived precursor cells into mature brite adipocytes, *Ctcflos* expression was strongly elevated by 280‐ and 860‐fold in RNA sequencing and qPCR data, respectively (Figs 2D and EV1D). (iii) *Ctcflos* transcript levels were enriched in brite compared with white cells (Figs 2E and EV1E). (iv) *In vivo*, *Ctcflos* expression levels were increased in brown fat in response to cold exposure of BL/6J mice (Fig 2F), which is correlated with *Ucp1* (Figs 2G and EV1F) (Data ref: Gene Expression Omnibus GSE119452, 2018). Similarly, cold‐induced iWAT browning (5°C, 1 week) (as indicated by increasing abundance of *Ucp1*‐expressing adipocytes (Fig 2I)) in BL/6J mice was also accompanied by elevated *Ctcflos* gene expression compared with age‐ and weight‐matched mice kept at room temperature and thermoneutrality (Fig 2H). Conclusively, our transcriptome analyses uncovered *Ctcflos* as the top regulated lncRNA candidate in thermogenic adipocyte development both *in vitro* and *in vivo*.

### *Ctcflos* is a polyadenylated, nuclear long noncoding RNA predominantly expressed in adipose tissues

*Ctcflos* gene (CCCTC‐binding factor (zinc finger protein)‐like, opposite strand; also 1300015D01Rik) is located on chromosome 2: (173,110,818–173,133,204) and transcribed into four major isoforms (*Ctcflos‐tr1; Ctcflos‐tr2; Ctcflos‐tr3; and Ctcflos‐tr4*) ranging from 469 to 3,476 bp length according to the Ensembl 99 annotation (Fig 3A and B). *Ctcflos* transcripts were predominantly present in the poly‐A‐enriched RNA fraction of primary brite adipocytes of 129S6 mice, indicating that they undergo further processing by polyadenylation (Figs 3C). *Ctcflos* was predominantly expressed in adipose tissues including iBAT, iWAT, and gonadal WAT (gWAT) in descending order similar to *Ucp1* expression. Low transcript levels were observed in liver and muscle (Fig 3D). Concerning its subcellular localization, analyses of nuclear, cytosolic, and mitochondrial RNA fractions of primary brite adipocytes demonstrated a predominant retention of *Ctcflos* in the nucleus (Fig 3E). The lack of human orthologs of the four murine *Ctcflos* transcripts indicates that it is not conserved in humans.

**Figure 3:**
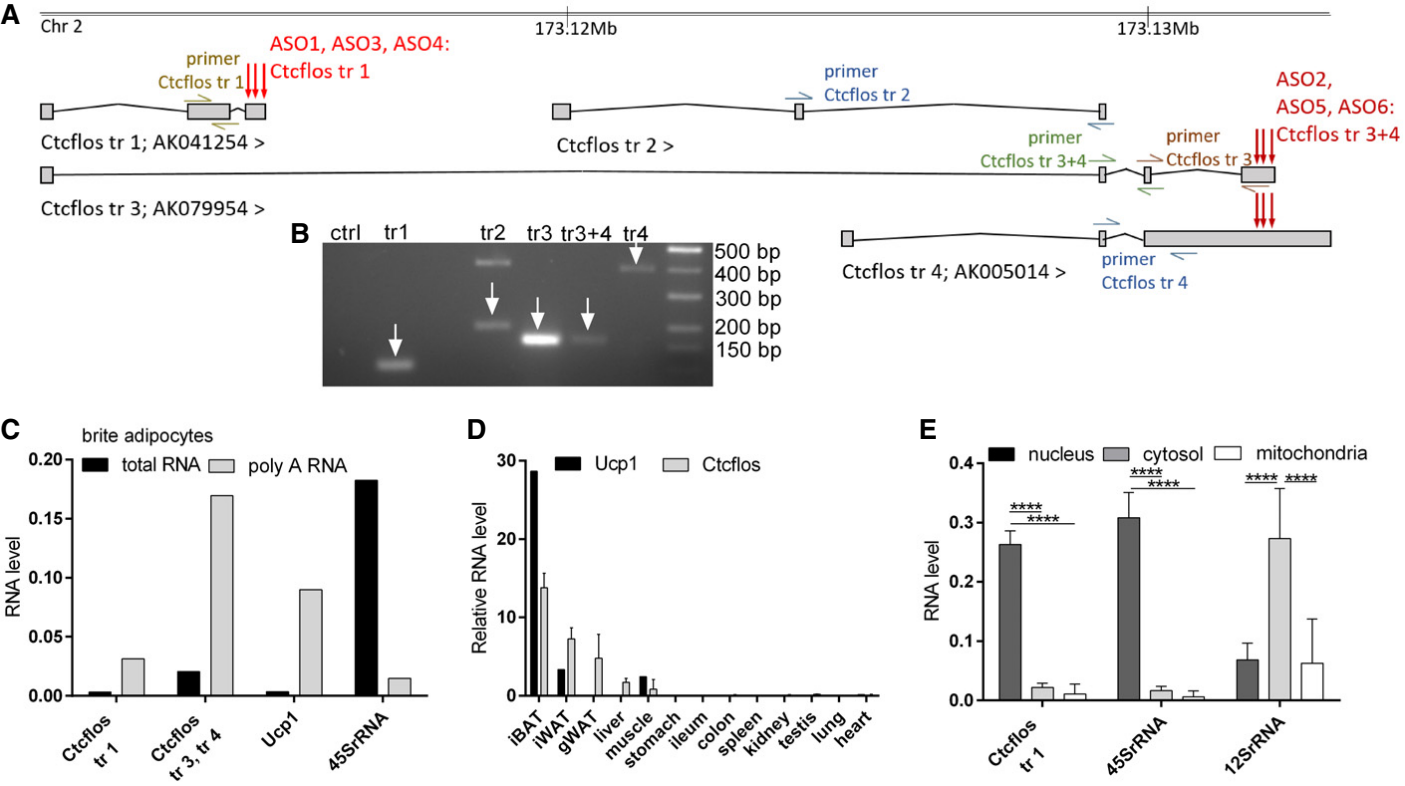
*Ctcflos* is a polyadenylated, nuclear enriched, and adipose tissue predominantly expressed lncRNA A
*Ctcflos* locus. Location and structure of annotated *Ctcflos* isoforms (Ensembl 99). Green, blue, and brown marks display primer‐binding sites; red arrows mark target areas of LNA Gapmer antisense oligos.BGel picture of *Ctcflos* transcripts expressed in differentiated brite adipocytes amplified by polymerase chain reaction (PCR) using transcript‐specific primers.CComparison of *Ctcflos*, *Ucp1,* and *45SrRNA* transcript abundance in total RNA and poly‐A RNA fraction of primary differentiated brite adipocytes derived from 129S6 mice, assessed by qPCR, *n* = 1.DRelative transcript levels of *Ctcflos* and *Ucp1* in various tissues of 129S6 mice, assessed by qPCR. Mean values ± SD, *n* = 1 (biological replicate) for *Ucp1*, n = 3 (biological replicates) for *Ctcflos*.E
*Ctcflos*, *45SrRNA,* and *12SrRNA* transcript abundance in nuclear, cytosolic, and mitochondrial subfractions of primary brite adipocytes of 129S6 mice, assessed by qPCR. Mean values ± SD, *n* = 6 (biological replicates), two‐way ANOVA (Tukey test), ****P < 0.0001.

To assess the protein‐coding potential of *Ctcflos*, protein‐coding potential scores were calculated using three different publicly available software tools: CPC2 (Kang *et al,* 2017), CPAT (Wang *et al,* 2013), and lncScore (Zhao *et al,* 2016). With a cutoff set at 0.4, all annotated *Ctcflos* transcripts were evaluated as non‐protein‐coding similar to *Neat1* a well‐established adipose tissue expressed lncRNA, while *Ucp1*, as a positive control, was reliably evaluated as protein coding (Fig EV1G). For further validation, we subjected *Ctcflos* transcripts to *in silico* translation and blasted the translated amino acids against the RefSeq protein database. The lack of any significant hit supported that *Ctcflos* does not code for a protein (Fig EV1H).

### *Ctcflos* is essential for the browning process and thermogenic function of brite adipocytes

To evaluate the role of lncRNA *Ctcflos* in brite adipogenesis, we performed knockdown (KD) experiments using nuclear penetrating locked nucleic acid (LNA) Gapmer antisense oligonucleotides (ASO) targeting the three different *Ctcflos* isoforms that appeared as top candidates: ASO1, ASO3, and ASO4 for the knockdown of transcript 1 (ENSMUST00000144256.1; AK041254); ASO2, ASO5, and ASO6 for the knockdown of transcripts 3 and 4 (ENSMUST00000142207.7; AK079954 and ENSMUST00000153523.1; AK005014) (Fig 3A). A third ASO without cellular target served as negative control. We favored the use of LNA Gapmer ASOs over RNAi, since they achieve more efficient suppression of nuclear located lncRNAs such as *Ctcflos* (Lennox & Behlke, 2016). The presence of locked nucleic acids at the ASO flanks furthermore enables high target‐binding affinity and specificity. Based on the time course expression pattern of *Ctcflos* over proliferation, induction, and differentiation, where *Ctcflos* transcript levels first significantly increased very early during differentiation (day 1), followed by a second boost in the later phase (day 5) (Fig 4A), we chose an early knockdown time point (KD on day 1 and analysis on day 4 of differentiation) and a late knockdown time point (KD on day 5 and analysis on day 8 of differentiation) in order to investigate the effects of *Ctcflos* deficiency during the onset of brite adipogenesis and in mature brite cells (Figs 4B and EV2A). *Ctcflos* transcripts were efficiently reduced to around 20 and 30% in early and late knockdown, respectively (Figs 4C and D, and EV2C and D). Early loss of *Ctcflos* lncRNA induced a profound reduction in *Ucp1* mRNA, the key marker of brite and brown adipocytes, to 23, 27, 39 and 51, 19, 21% by ASO1, ASO3, ASO4 and ASO2, ASO5, ASO6, respectively (Fig 4E). Similar KD effects were observed for pre‐mature *Ucp1* transcripts in the nucleus, indicating that reduced *Ucp1* mRNA evolves mainly from impaired *Ucp1* gene transcription rather than mRNA processing or nuclear export (Fig EV1I). The impairment of brite adipogenesis was further confirmed at protein level as demonstrated by diminished UCP1 signals in Western blot and immunofluorescent analyses (Fig 4G–I). Brite and brown marker genes *Cidea* and *Cox7a1* were also notably lower transcribed (Fig 4F). Knockdown of *Ctcflos* tended to shift cell morphology toward reduced brite characteristic multilocularity, with slightly lower lipid droplet numbers (Fig EV1J). The observed trend for increased lipid droplet sizes was not significant (Fig EV1, EV2, EV3, EV4, EV5). *Ctcflos*‐deficient cells maintained the ability to differentiate into lipid‐loaded adipocytes, as indicated by the lack of significant reduction in Oil red O staining (Fig EV1N and O). *Ctcflos* KD thus interferes specifically with the brite determining gene program while only marginally affecting adipogenesis *per se*.

**Figure 4:**
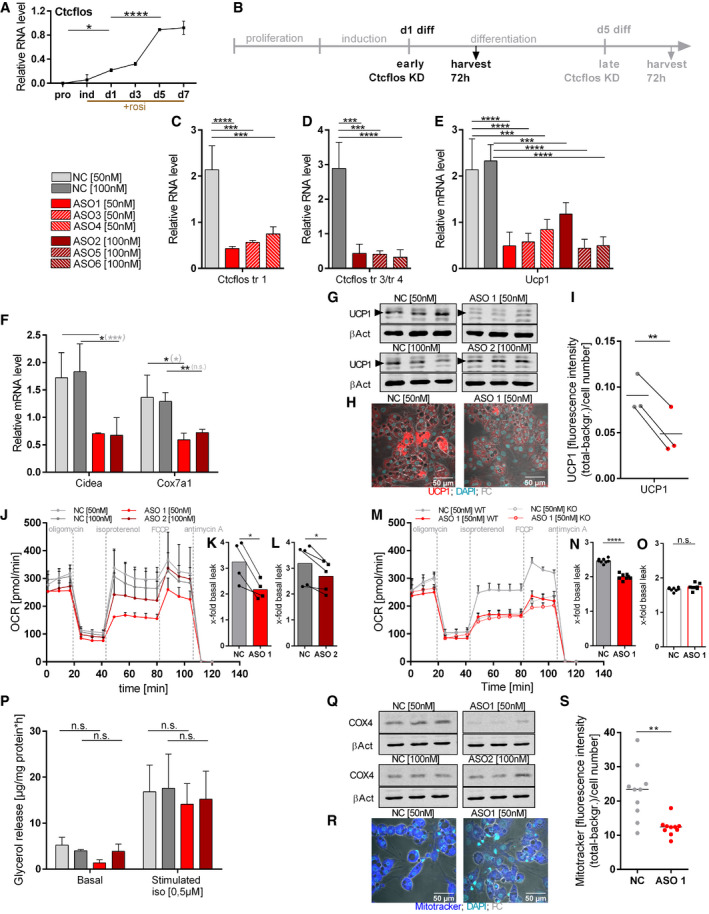
*Ctcflos* is essential for brite adipocyte differentiation and thermogenic function ATime course of relative *Ctcflos* expression across proliferation, induction, and differentiation of primary brite adipocytes, assessed by qPCR. One representative curve of three experiments with comparative results, mean values ± SD of 3 technical replicates, one‐way ANOVA, *P < 0.05, ****P < 0.0001.BDesign of *Ctcflos* knockdown (KD) experiments. *Ctcflos* KD was performed at the first day after induction, and cells were harvested and analyzed 72 h later.C, DEfficiency of *Ctcflos* KD by (C) LNA Gapmer ASO1, ASO3, and ASO4 targeting *Ctcflos* transcript 1 and (D) LNA Gapmer ASO2, ASO5, and ASO6 targeting *Ctcflos* transcripts 3 and 4 compared with nontargeting controls, assessed by qPCR. Mean values ± SD, *n* = 3 (biological replicates), one‐way ANOVA (Šídák‐test ), ***P < 0.001, ****P < 0.0001.ERelative *Ucp1* transcript levels in response to *Ctcflos* tr1, *Ctcflos* tr3 and *Ctcflos* tr4 KD by ASO 1, 3, 4 and 2, 5 6, respectively, compared to nontargeting controls, assessed by qPCR. Mean values ± SD, *n* = 3–4 (biological replicates), one‐way ANOVA (Šídák‐test), ***P < 0.001, ****P < 0.0001.FRelative expression levels of *cell death‐inducing DNA fragmentation factor alpha‐like effector A* (*Cidea*) and *cytochrome c oxidase subunit 7a1* (*Cox7a1*) in *Ctcflos* tr1, 3 and 4 KD compared with control samples, assessed by qPCR. Mean values ± SD, *n* = 3 (biological replicates)‐4, unpaired *t*‐tests or in gray parenthesis two‐way ANOVA (Šídák‐test), n.s. *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001.GWestern blot analysis of UCP1 protein abundance in response to *Ctcflos* tr1, *Ctcflos* tr3, and *Ctcflos* tr4 KD by ASO 1 and 2, respectively, compared with nontargeting controls. Actin‐β as loading control. Arrow heads mark UCP1‐specific bands.HImmunocytochemistry of UCP1 protein in response to *Ctcflos* tr1 KD by ASO 1 (UCP1 (red); DNA staining by DAPI (green); phase contrast (PC) (gray)).IQuantification of UCP1 fluorescent signal as whole image fluorescence intensity subtracted by background and normalized to cell number. Mean and individual values, *n* = 3 (biological replicates) (with 7–8 analyzed images for each biological replicate), paired *t*‐test **P < 0.01.J–OEffect of *Ctcflos* KD on brite adipocyte respiratory capacity. Time course of oxygen consumption rates in primary brite adipocytes 72 h after treatment (day 1 diff), comparing (J–L) *Ctcflos* tr1 KD (ASO 1) and *Ctcflos* tr3 and *Ctcflos* tr4 KD (ASO 2) with their respective controls and (M‐O) *Ctcflos* tr1 KD (ASO 1) and its control in UCP1 wild‐type (WT) and UCP1 knockout (KO) cells, measured by microplate‐based respirometry (Seahorse XF96 Analyzer). (M) Oxygen consumption is recorded under basal conditions and in response to successive injection of oligomycin (5 µM), isoproterenol (1.5 µM), FCCP (1 µM), and antimycin A (5 µM) to determine basal leak, UCP1‐dependent uncoupled, maximal and non‐mitochondrial respiration, respectively. Data are expressed after deduction of non‐mitochondrial respiration. (J) Mean values ± SD, *n* = 4–5 (biological replicates). (M) Mean value ± SD, *n* = 7 (technical replicates). (K), (L), (N), (O) Quantification of isoproterenol‐stimulated UCP1‐mediated uncoupled respiration, expressed as fold of basal leak respiration. Mean and single values, (K) *n* = 4 (biological replicates), paired *t*‐test *P < 0.05, (L) *n* = 5 (biological replicates), paired *t*‐test *P < 0.05, (N, O) *n* = 7 (technical replicates), unpaired *t*‐test, n.s. *P* > 0.05, ****P < 0.0001.PEffect of *Ctcflos* KD on brite adipocyte lipolysis. Basal and isoproterenol (iso) (0.5 µM) stimulated glycerol release comparing *Ctcflos* tr1 (ASO 1), tr3 and tr4 (ASO 2) KD and their controls. Mean values ± SD, *n* = 4 (biological replicates), two‐way ANOVA (Šídák‐test), n.s. *P* > 0.05.Q–SImpact of *Ctcflos* KD on mitochondrial biogenesis. (Q) Western blot analysis of cytochrome C oxidase subunit 4 (COX4) protein level in *Ctcflos* tr1 (ASO 1), tr3, and tr4 (ASO 2) KD and controls. Actin‐β as loading control. (R) Microscopic images of Mito Tracker‐stained brite adipocytes (Mito tracker (blue); DNA staining by DAPI (green); phase contrast (PC) (gray)) and (S) quantification of Mito Tracker staining as whole image fluorescence intensity subtracted by background and normalized to cell number comparing *Ctcflos* tr1 (ASO 1) KD and control. Mean and individual values, *n* = 10 (technical replicates) the experiment was repeated a second time, for a total of two biological replicates, for the second replication, see (Fig EV1P) (with 10 analyzed images), unpaired *t*‐test **P < 0.01. Source data are available online for this figure.

Loss of the brite characteristic gene expression profile further translated into severe disturbances of the thermogenic potential of *Ctcflos*‐deficient cells, as reflected in profoundly shifted respiration profiles. *Ctcflos*‐deficient cells possessed lower levels of basal oxygen consumption and a profound reduction in isoproterenol‐stimulated, UCP1‐dependent uncoupled respiration (Fig 4J–L). The prominent difference in isoproterenol‐stimulated respiration between control and knockdowns was present in wild type while absent in *Ucp1* knockout cells validating the specificity of the requirement of *Ctcflos* in UCP1‐dependent uncoupled respiration (Fig 4M–O). UCP1‐mediated thermogenesis thereby depends not only on the expression level of UCP1 but also the extent of UCP1 activation by lipolytically released free fatty acids. Since lipolysis was not reduced in isoproterenol‐stimulated *Ctcflos*‐deficient cells (Fig 4P), it is the strong reduction in UCP1 expression that was primarily responsible for the impaired thermogenic capacity. Decreased basal oxygen consumption was caused by mildly reduced mitochondrial biogenesis and thus impaired oxidative capacity of mitochondria as demonstrated by diminished Mito Tracker signals (Figs 4R and S, and EV1P) and reduced abundance of COX4 protein (Fig 4Q). Notably, the KD‐induced reduction in UCP1‐dependent uncoupled respiration was stronger than that of basal oxygen consumption. Impaired isoproterenol‐induced respiration was thus not merely the consequence of reduced mitochondrial content but was mainly caused by the decrease in UCP1. *Ctcflos* deficiency during early phase of brite differentiation thus severely impaired brite adipocyte formation and function.

Consistent with these strong effects of *Ctcflos* deficiency during early differentiation, KD of *Ctcflos* in proliferating preadipocytes had a similar impact on *Ucp1* expression (Fig EV2A and B). Also in mature adipocytes, the *Ctcflos* KD effect remained, albeit slightly alleviated. *Ctcflos* deficiency generated during late phase of differentiation, when *Ctcflos* is highest expressed, accordingly reduced brite marker gene expression and uncoupled respiration (Fig EV2A and C–J). *Ctcflos* is thus also required for maintaining the brite phenotype in mature adipocytes.

Moreover, *Ctcflos* is likewise essential for differentiation and function of brown adipocytes. *Ctcflos* KD at the onset of differentiation clearly affected *Ucp1* transcription and UCP1‐mediated uncoupled thermogenesis in brown adipocytes (Fig EV2, EV3, EV4, EV5). In white adipocytes, *Ctcflos* deficiency had only minor effects (Fig EV2P), demonstrating its specific requirement in thermogenic adipocyte development.

Together, our data validate *Ctcflos* as an essential component in the specific control of thermogenic programming in brite and brown adipocytes. It is required for the acquisition of transcriptional and functional characteristics in developing brite adipocytes and for the maintenance of the thermogenic phenotype in mature cells.

### Global transcriptome analysis reveals *Ctcflos*‐dependent thermogenic programming mediated by transcriptional regulation of *Prdm16*

Across the presented experiments, ASO 1‐mediated KD of *Ctcflos* tr1 had a stronger impact than ASO 2‐induced *Ctcflos* tr3 and *Ctcflos* tr4 deficiency. This suggests distinct mechanistic functionalities of the *Ctcflos* transcripts and attributes Ctcflos tr1 the dominant role in brite adipogenesis. Our further global transcriptome investigations therefore concentrated on Ctcflos tr1.

Previous reports demonstrated that lncRNAs act *in cis*, through transcriptional regulation of their neighboring genes (Ding *et al,* 2018). We therefore investigated the effect of *Ctcflos* KD on the transcription of its up‐ and downstream neighbors *Ctcfl* and *Pck1*. *Ctcfl* was very low transcribed and nonsignificantly changed in *Ctcflos* KD adipocytes in qPCR analysis (Fig EV2Q), while *Pck1* was downregulated in qPCR analysis of *Ctcflos* tr1 deficiency (Fig EV2T). Neither knockdown of *Ctcfl* nor knockdown of *Pck1* did affect *Ucp1* gene transcription (Fig EV2R, S, U and V), demonstrating that *Ctcflos* functions in brite adipogenesis independently of its neighbor genes *Ctcfl* and *Pck1*. This suggests that *Ctcflos* acts *in* *trans*, demanding for comprehensive analysis of *Ctcflos* KD‐induced transcriptional changes.

To gain insight into the molecular basis of *Ctcflos* function during brite adipogenesis, we analyzed transcriptome changes in brite adipocytes upon *Ctcflos* KD both acutely (after 24 h) and after 72 h of adaptation (Fig 5A). Shortly after KD, we identified 1,437 differentially expressed transcripts (*P* adj.< 0.05 DESeq2) with 780 upregulated and 657 downregulated transcripts, while after 72 h, 692 transcripts were enriched and 715 were reduced comparing KD vs. control cells (Fig 5B and C). Our global transcriptome analysis reliably confirmed the observed *Ctcflos* KD phenotype with clearly reduced expression of *Ucp1* along with other thermogenic marker genes (Fig 5D) and broad downregulation of several subunits of respiratory chain complexes (Fig EV3A and B) after 72 h of adaptation. Consistently, GO term analysis of downregulated genes reveals a strong overrepresentation of several terms associated with mitochondria, respiratory chain, thermogenesis, and brown fat cell differentiation (Fig 5E). The expression of general adipogenesis markers, in contrast, is hardly affected, again supporting the specificity of *Ctcflos* action in thermogenic gene programming rather than general adipogenesis (Fig EV3C). Notably, among the regulated genes after KD we found several key factors of the transcription regulatory network of brite and brown adipogenesis such as *Prdm16, Nuclear factor I/A* (*Nfia)*, *Early B cell factor 1* (*Ebf1),* and *Pparγ* (Fig 5F). They were transcriptionally reduced directly (24 h) after the knockdown representing potential proximal regulatory modules of *Ctcflos*. These early changes subsequently (after 72 h) converged in reduced transcription of *Ucp1* gene regulatory element‐binding factors and coregulators including *thyroid hormone receptor β* (*Thrβ*), *Pparα*, *Cebpβ,* and *Pgc1α* which can finally mediate reduced *Ucp1* transcription (Fig 5F). We thus demonstrate that lncRNA *Ctcflos* is required for early formation of the core transcription regulatory network that programs brite adipocyte development. Beyond this, transcriptome analysis in mature brite KD cells similarly confirmed *Ctcflos* requirement for brite cell marker gene expression but dispensability for general adipogenic gene transcription (Fig EV3D and E).

**Figure 5:**
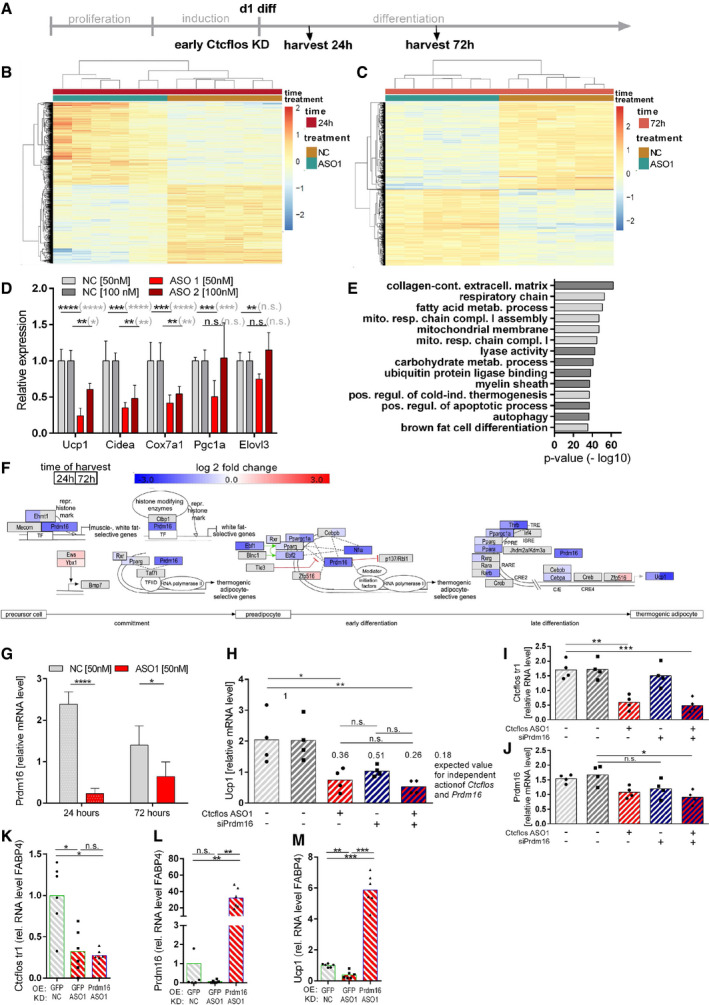
Global transcriptome profiling reveals *Ctcflos*‐dependent thermogenic regulatory program AExperimental setup of two‐time point transcriptome analysis. *Ctcflos* tr1 (ASO 1), tr3, and tr4 (ASO 2) or control treatments were performed at the first day after induction (d1 diff), and cells were harvested for transcriptome analysis 24 and 72 h later.B, CHeat maps of differentially expressed genes between *Ctcflos* tr1 (ASO 1) KD and control cells (B) 24 h after the KD (780 up‐ and 657 downregulated genes) and (C) 72 h after the KD (692 up‐ and 715 downregulated genes). Row‐wise centered log2 normalized counts are displayed.DRelative expression levels of brite adipocyte marker genes *uncoupling protein 1* (*Ucp1*), *cell death‐inducing DNA fragmentation factor alpha‐like effector A* (*Cidea*), *cytochrome c oxidase subunit 7a1* (*Cox7a1*), *peroxisome proliferator‐activated receptor γ coactivator 1α* (*Pgc1a*), and *elongation of very long chain fatty acid‐like 3* (*Elovl3*), comparing *Ctcflos* tr1 (ASO 1) and tr3 and tr4 (ASO 2) KD with their respective controls. Mean values ± SD, *n* = 6 (biological replicates), unpaired *t*‐tests or in gray parenthesis two‐way ANOVA (Šídák‐test) n.s. *P* > 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.EGO term analysis of genes downregulated 72 h after the knockdown. Negative log10 *P*‐values of overrepresented GO terms, hypergeometric test.FTranscriptomic effect of *Ctcflos* tr1 (ASO 1) KD on brown and brite core regulatory gene expression network comparing *Ctcflos* tr1 (ASO 1) KD with controls. Visualized by Path Visio software. Color code visualizes log2 fold change of genes 24 h (left part of box) and 72 h (right part of box) after the KD. Red t‐bars represent inhibitory effects; green arrows represent activating effects.G–JImpact of *Ctcflos* KD on *Ucp1* expression is largely mediated via reduced *Prdm16* transcription. (G) Relative transcript levels of *PR domain containing 16* (*Prdm16*) 24 and 72 h after the knockdown of *Ctcflos* tr1 (ASO1) compared to control cells, assessed by qPCR, Mean values ± SD, *n* = 3 (biological replicates), two‐way ANOVA (Šídák‐test), ****P < 0.0001, *P < 0.05. (H) Relative *Ucp1*, (I) *Ctcflos* tr1 and (J) *Prdm16* transcript levels in single and double KD (day 1 diff) of *Ctcflos* tr1 (ASO 1) and *Prdm16* (siPrdm16), nontargeting LNA Gapmer (light gray) and siRNA (dark gray) controls, assessed by qPCR, mean and individual values, one‐way ANOVA (Šídák‐test), n.s. *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001.K–MRescue of *Ctcflos* KD impact on *Ucp1* gene transcription by *Prdm16* overexpression. Primary iWAT cells infected with Prdm16‐ or turbo green fluorescent protein (GFP)‐expressing viral particles at the second day of proliferation, followed by reverse transfection at the first day of differentiation using nontargeting control (NC) or Ctcflos‐targeting ASO1. Gene expression analyzed 72 h later by qPCR. (K) Transcript levels of *Ctcflos* tr1 relative to Fabp4. (L) Transcript levels of Prdm16 relative to Fabp4. (M) Transcript levels of Ucp1 relative to Fabp4. Mean and individual values. Each graph presents pooled data from two experiments slightly of varying virus titers. RM one‐way ANOVA (Tukey test), n.s. *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001.

Similar to *Ctcflos*, PRDM16 functions across the entire process of brite adipocyte development, including commitment of preadipocytes, induction of differentiation, and maintenance of thermogenic gene expression (Ishibashi & Seale, 2015). With its fast impact on *Prdm16* transcription, *Ctcflos* therefore affects a well‐established early key regulator in thermogenic fat cells that is essential and sufficient for the recruitment of brite adipocytes in WAT (Seale *et al,* 2011). The observed *Ctcflos* KD phenotype thus likely occurs in part as consequence of impaired *Prdm16* expression. In line with this hypothesis, other components of the thermogenic regulatory network including *Pparα*, *C/ebpβ*, *Ebf2,* and *Pgc1α,* which are downstream targets of *Prdm16*, were also downregulated by *Ctcflos* KD in chronological succession to impaired *Prdm16* transcription (Fig 5F). To provide further evidence that *Prdm16* functions as a proximal component in *Ctcflos*‐dependent signaling during brite adipogenesis, we first experimentally confirmed its regulation by *Ctcflos* through qPCR analysis of *Ctcflos* KD cells (Fig 5G). Through genetic interaction assay via pairwise KD of *Ctcflos* and *Prdm16*, we further found that the double KD effect on the suppression of *Ucp1* expression was 1.4‐fold less severe than the theoretically calculated KD effect (multiplicative model of single KD effects) that would be expected if *Ctcflos* would work completely independent of *Prdm16* (Fig 5H–J). *Ucp1* transcript levels were similar comparing *Ctcflos* single KD with *Ctcflos*‐*Prdm16* double KD (at a significance level of α = 0.1 in a paired TOST equivalence test) proposing that the double KD did not result in a considerable additive effect (Fig EV3F). The assumed epistasis between *Ctcflos* and *Prdm16* was additionally tested in rescue experiments. For this, we conducted *Ctcflos* KD in *Prdm16* overexpressing cells and compared the resulting phenotype with that of non‐*Prdm16*‐overexpressing control and *Ctcflos* KD cells. *Prdm16* overexpression in *Ctcflos* deficiency could rescue *Ucp1* gene expression supporting that *Prdm16* acts as a downstream mediator of *Ctcflos* in brite adipogenesis (Figs 5K–M and EV3G–I). A considerable portion of the *Ctcflos* KD effect might thus be attributed to the regulation of *Prdm16* transcription though not excluding other effectors and pathways of *Ctcflos* function in the browning process.

**Figure 6:**
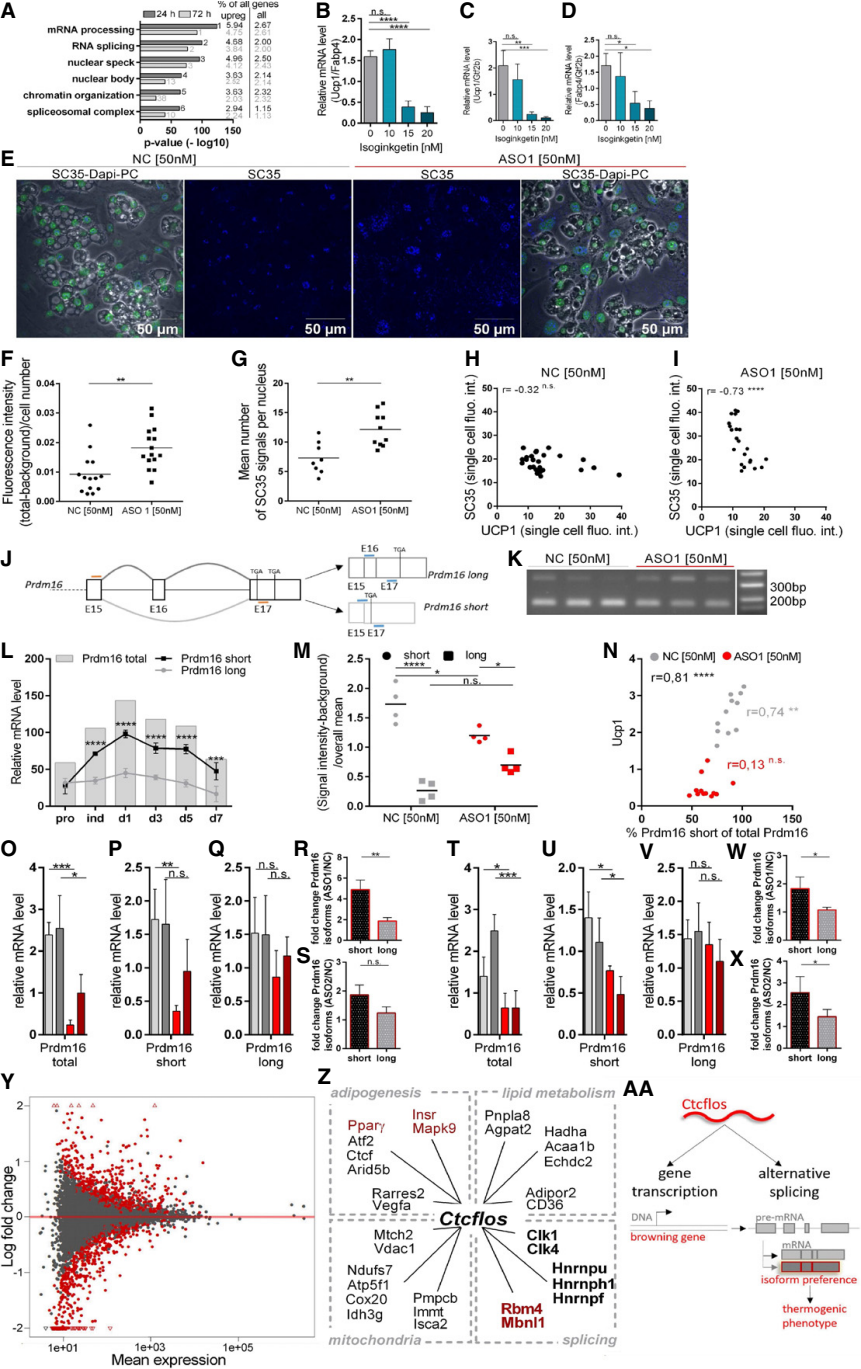
*Ctcflos* is a core regulator of alternative splicing in brite adipogenesis promoting the expression of thermogenic *Prdm16* isoform AGO term analysis of genes upregulated in response to *Ctcflos* knockdown. In dark gray, negative log10 *P*‐values of overrepresented GO terms 24 h after KD and percentages of genes belonging to the respective GO terms among upregulated and among all genes. Small numbers next to the bars show rank positions of GO terms. In light gray, corresponding values for the same GO terms after 72 h, hypergeometric test.B–DImpact of splicing inhibition by different concentrations of general splicing inhibitor isoginkgetin on brite adipogenesis, (B) expressed as *Ucp1* relative to *Fabp4* mRNA levels, (C) *Ucp1* relative to *Gtf2b* and (D) *Fabp4* relative to *Gtf2b*. Mean values ± SD, *n* = 3 (biological replicates), one‐way ANOVA (Šídák‐test), n.s. *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.E–IEffect of *Ctcflos* KD on serine/arginine‐rich splicing factor 2 (SC35/SRSF2) and nuclear speckle abundance in *Ctcflos* tr1 (ASO 1) KD and control cells (KD day 1 of differentiation, analysis after 48h). (E) Immunocytochemistry of SC35. SC35 signal (blue) alone (middle images) and SC35 (blue), DNA staining by DAPI (green) and phase contrast (PC) (gray) combined (outer images). (F) Quantification of SC35 fluorescence signal as whole image fluorescence intensity subtracted by background and normalized to total cell number. Mean and individual values, one representative replicate of three experiments with comparative results (see Fig EV4B and C), unpaired *t*‐test, **P < 0.01. (G) Quantification of nuclear speckle number as mean number of SC35 signals per nucleus. Mean and individual values, one representative replicate of three experiments with comparative results (see Fig EV4D and E), unpaired *t*‐test, **P < 0.01. (H, I) Correlation of SC35 and UCP1 fluorescence signals across individual cells in (H) control and (I) *Ctcflos* tr1 (ASO 1) KD cells. Extreme values were excluded to avoid distortion of correlation analysis. One representative replicate of four experiments with comparable results (see Fig EV4F‐Q). Pearson correlation, ****P < 0.0001.J–XInfluence of *Ctcflos* KD on *Prdm16* alternative splicing. (J) Splice graph of *Prdm16* and resulting *Prdm16* long and short isoforms. Primers used to amplify both *Prdm16* isoforms at once by PCR are displayed in orange; primers used to amplify specifically Prdm16 short and Prdm16 long, respectively, are displayed in blue. (K) Gel picture of PCR products using exon 16 spanning primers to detect *Prdm16* long (upper band (348 bp)) and *Prdm16* short (lower band (173 bp)) comparing *Ctcflos* tr1 (ASO 1) KD and control samples. (L) Time course of relative expression of *Prdm16* total, long and short isoforms during brite adipogenesis, assessed by qPCR using isoform‐specific primers. Mean values ± SD, one representative replicate of two experiments with comparable results, two‐way ANOVA (Šídák‐test), ***P < 0.001, ****P < 0.0001. (M) Levels of *Prdm16* long and *short* isoforms in *Ctcflos* tr1 (ASO1) KD and control cells. Signal intensities quantified from PCR gel picture subtracted by background and normalized to overall mean signal intensity of the respective biological replicate. Mean and individual values. Two‐way ANOVA (Šídák‐test), *P < 0.05, ****P < 0.0001. (N) Correlation of *Prdm16* short and *Ucp1* expression levels across *Ctcflos* tr1 (ASO1) KD and control samples and within both groups. Pearson correlation, n.s. *P* > 0.05, **P < 0.01, ****P < 0.0001.(O) Relative *Prdm16* total, (P) relative *Prdm16* long and (Q) relative *Prdm16* short transcript levels 24 h after *Ctcflos* KD, comparing *Ctcflos* tr1 (ASO1) and tr3, tr4 (ASO2) KD and control samples, assessed by qPCR, Mean values ± SD, *n* = 3–4 (biological replicates), unpaired *t*‐tests, n.s. *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001. (R, S) Fold change of *Prdm16* short and *Prdm16* long (R) ASO1 to NC and (S) ASO2 to NC 24 h after *Ctcflos* KD, *n* = 3–4 (biological replicates), unpaired *t*‐tests, n.s. *P* > 0.05, **P < 0.01. (T) Relative *Prdm16* total, (U) relative *Prdm16* long and (V) relative *Prdm16* short transcript levels 72 h after *Ctcflos* KD, comparing *Ctcflos* tr1 (ASO 1) KD and control samples, assessed by qPCR, mean values ± SD, *n* = 3–4 (biological replicates), unpaired *t*‐tests, *P < 0.05, ***P < 0.001. (W, X) Fold change of *Prdm16* short and *Prdm16* long (W) ASO1 to NC and (X) ASO2 to NC 72 h after *Ctcflos* KD, *n* = 3–4 (biological replicates), unpaired *t*‐tests, *P < 0.05.Y, ZGlobal transcriptome analysis of *Ctcflos* KD impact on alternative splicing (KD day 1 of differentiation, analysis after 24 h). (Y) MA‐plot of differential alternative splicing analysis using SGSeq algorithm comparing *Ctcflos* tr1 (ASO 1) KD with controls. Each data point depicts a splice event. Splice events of differential abundance between *Ctcflos* tr1 (ASO 1) KD and controls (*P*‐adj. < 0.05) are colored in red. (Z) Overview of selected genes involved in adipogenesis, lipid metabolism, mitochondria, or splicing, with differential splicing profiles comparing *Ctcflos* tr1 (ASO 1) KD and control samples. Genes previously described to be spliced into alternative isoforms of varying function in brown adipogenesis are marked in red.AASchematic summary of *Ctcflos* mechanistic functions in brite adipogenesis. Source data are available online for this figure.

### *Ctcflos* modulates *Prdm16* isoform preference toward its thermogenic gene program‐promoting short isoform

In addition to the central regulatory function of *Ctcflos* in the brite transcription program, the deeper investigation of transcriptome changes in response to *Ctcflos* KD revealed immediate effects on the splicing machinery. For the early KD of *Ctcflos* (24 h), our gene ontology (GO) term analysis of upregulated genes showed strong overrepresentation of several GO terms related to molecular functions of the splicing machinery (Fig 6A). This enrichment of molecular functions related to splicing appeared to be a proximal consequence of *Ctcflos* deficiency, as it was stronger expressed in direct response to the KD (Fig 6A). In a first explorative experiment, we found that inhibition of the splicing process by isoginkgetin, a general splicing inhibitor, largely attenuated thermogenic differentiation while adipogenesis was less impaired, as judged by a decrease in *Ucp1* per *Fabp4* mRNA levels (Fig 6B–D). Alternative splicing, a mechanism generating different transcripts from a single gene, can convey alternative functions and thus affect phenotypic plasticity. We observed transcriptional upregulation of several components of the spliceosome and splicing factors shortly (24 h) after the depletion of *Ctcflos*, pointing toward changes in the splicing machinery (Fig EV4A). Stronger immunofluorescent signals of serine/arginine‐rich splicing factor and nuclear speckle marker SC35 (SRSF2) confirmed this (Figs 6E and F, and EV4B and C) and further revealed an increased number of nuclear speckles per nucleus in direct response to *Ctcflos* KD (Figs 6G, and EV4D and E). As speckles serve as subnuclear storage compartments for components of the splicing machinery and sites of splicing factor activation (Spector & Lamond, 2011), this further underpinned the modulation of splicing activity in direct response to the KD. A negative correlation between SC35 and UCP1 protein abundance across individual *Ctcflos* KD cells that is absent in control cells additionally supported a causal relationship between modulations in splicing and reduced UCP1 expression (Figs 6H and I, and EV4F–Q).

It has been shown previously that lncRNAs are important players in nuclear speckle function and modulation of alternative splicing (Tripathi *et al,* 2010; Cooper *et al,* 2014). Moreover, alternative transcript isoforms with divergent roles in thermogenic adipocyte differentiation have been identified (Lin, 2015). Most interestingly, two main protein‐coding isoforms of *Prdm16* are described that vary in the utilization of exon 16 and different stop codons within exon 17, with the short isoform exhibiting more‐prominent influence on brown fat development (Fig 6J) (Chi & Lin, 2018). Thus, not only the total PRDM16 transcript abundance but also its relative isoform composition influences thermogenic adipogenesis. To check the potential influence of the observed splicing machinery changes on alternative splicing of *Prdm16*, we determined the relative abundance of both isoforms during brite adipogenesis and in response to *Ctcflos* KD. Similar to previous observations in brown adipocytes, we here detected a shift in the relative expression of the two isoforms from equal to short‐form dominant expression during brite adipocyte differentiation (Fig 6L). In *Ctcflos* deficiency, however, this shift in alternative splicing was blunted (Fig 6K and M). The difference in abundance between the two isoforms was considerably reduced. The splicing pattern of *Prdm16* in *Ctcflos* KD cells thus clearly deviated from that of thermogenic adipocytes and resembled to that of preadipocytes. qPCR confirmed that total *Prdm16* expression decreased predominantly at the expense of *Prdm16 short* isoform while *Prdm16 long* isoform was not significantly reduced (Fig 6O–Q and T–V). This occurred already 24 h after the KD (Fig 6O–S) and further remained (Fig 6T–X), thus preceding and accompanying the manifestation of the impaired browning phenotype. The mean fold change (control/*Ctcflos* KD) of *Prdm16 short* was significantly higher than the fold change (control/Ctcflos KD) of *Prdm16 long* isoform (for ASO1 at 24 and 72 h, for ASO2 at 72 h after KD) (Fig 6R, S, W and X). The prominent role of *Prdm16* short isoform in driving brite adipogenic programming was further supported by its positive correlation with *Ucp1* transcript levels that occurred in control but was lost in KD samples (Fig 6N). Therefore, *Ctcflos* not only regulates the overall abundance of *Prdm16*, but also modulates its relative isoform composition, which further fine‐tunes its function toward promoting thermogenic adipogenesis. Together, we demonstrate that *Ctcflos* acts at two mechanistic levels, controlling both the quantity and the quality of the brite master regulator *Prdm16*, which further establishes *Ctcflos* as a lncRNA regulator of alternative splicing.

### *Ctcflos* acts as a core regulator of alternative splicing in brite adipogenesis

Based on the above insights, we aimed to systematically evaluate the role of *Ctcflos* in driving alternative splicing during brite adipogenesis. 

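Primary brite adipocytes, the thermogenic adipocytes that differentiate from progenitor cells of white adipose tissue, were treated on day 1 of differentiation with 50 nM of ASO1, an antisense oligonucleotide against *Ctcflos* transcript 1, or with a nontargeting control oligonucleotide. RNA was harvested 24 h later. The deposited table holds 3 *Ctcflos* KD libraries and 3 control libraries. The authors give reads per kilobase of transcript, scaled to the mapped reads of each library (RPKM), in 168326 lines for transcript accessions of RefSeq, Ensembl and GenBank, of which 305 lines were exact repeats and were removed. Overlapping accessions of a gene share reads. The paper describes alignment with STAR to GRCm38 for its splice analysis, and its text does not name how this table was made. Splice junctions were not analysed here, and the relative use of transcript accessions within a gene was compared in their place.

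Low RPKM values fall on whole multiples of the value of 1 read, from which the depth was recovered. It came to 75.5, 75.1 and 60.8 mio mapped reads for *Ctcflos* KD replicates 1 to 3 and 78.0, 79.2 and 62.9 mio for the controls, with at least 95.5% of the low values used being whole reads. RPKM was averaged over all accessions of a gene, a pseudocount of 1 was added, and log2 values were tested with limma-trend in genes with a mean RPKM of at least 1, with Benjamini-Hochberg adjustment. Fold changes are on this log2(RPKM + 1) scale, which understates the change of weakly expressed genes. Usage was tested with limma diffSplice and Simes p-values per gene. This test pools the accessions of a gene as if they were independent, although they share reads, so that its p-values can be too small.

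*Ctcflos*, which the table lists as 1300015D01Rik, is an antisense gene on the plus strand of chromosome 2 of GRCm38, from 173110818 to 173133204. It was expressed at 0.126 ± 0.0739 RPKM (SD, n = 3) in *Ctcflos* KD and at 0.780 ± 0.0525 RPKM (SD, n = 3) in control libraries, which leaves 16.1%. The KD libraries had 0.0969, 0.0705 and 0.210 RPKM and the controls 0.748, 0.751 and 0.840 RPKM. The log2 fold change was -0.66 (standard error 0.0840, adjusted p = 0.025 from limma without a filter on low values, since the mean is under 1). The alternative that moved it most was a pseudocount of 0.1, with a log2 fold change of -2.01. With the replicate number as a block, the adjusted p from limma was 0.11, and with each library left out in turn it ranged from 0.0097 to 0.13. Every KD library was below every control. On transcript 1, 9, 5 and 28 reads were recovered in the KD libraries and 107, 125 and 102 in the controls.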

To this end, we performed 150 bp paired‐end deep RNA sequencing comparing *Ctcflos* KD with control adipocytes. Identifying differential splice events with SGSeq analysis (Goldstein *et al,* 2016) revealed as much as 455 transcripts that were targeted for alternative splicing by *Ctcflos* (Fig 6Y). 

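Among 10027 genes with at least 2 accessions past the filter, limma diffSplice called changed usage in 66 genes at an adjusted p under 0.05, and 361 had an unadjusted p under 0.05. Of 64643 accessions, 126 were called, 89 of them relatively higher and 37 relatively lower in *Ctcflos* KD. GenBank clones made up 87 of the called accessions. The smallest p-value belonged to *1600012H06Rik*, in which ENSMUST00000174163 held 2.52, 2.11 and 1.79% of the summed RPKM in the KD libraries and 0.972, 1.26 and 1.13% in the controls (gene-level adjusted p = 1.4e-07 from limma). In *Siae*, the share of a GenBank clone was 58.2, 59.5 and 45.0% in the KD libraries and 30.1, 33.5 and 31.5% in the controls (adjusted p = 8.7e-06 from limma). *Lig3*, *Tor1aip2* and *Vcan* had the same adjusted p. With accessions that hold at least 5% of the gene, *Siae* was called and the other genes named here were not. Of the alternatives fixed beforehand, the filter moved the count most: without it, 864 of 19381 genes were called. Usage relative to the mean of the gene in each library, chosen after seeing the data, called 0 genes, so that *Siae* was not called either. In that fit, which does not pool accessions, the unadjusted gene-level p from limma was 0.023 for *1600012H06Rik* and 0.013 for *Siae*. The far smaller values from diffSplice treat accessions with shared reads as independent.

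Abundance changed in 2803 of 11701 genes, of which 1349 were higher and 1454 lower in *Ctcflos* KD (adjusted p under 0.05, limma-trend). The groups did not overlap in 5240 genes, or 44.8%, where chance gives 10%. Changed usage and changed abundance coincided in 30 genes. KD and control libraries share replicate numbers. The deviations of same-numbered libraries from their group means had correlations across genes of 0.29, -0.29 and -0.42 for numbers 1 to 3. Their mean was -0.14, so that the pairs differed in sign. Deviations cancel within each group, so the mean of 0.078 for other pairs largely follows from that value and is not a separate comparison. With the replicate number as a block, 61 genes were called for usage, 43 of them called without it, and 1671 genes were called for abundance, 1647 of them called without it. From the splice events found with SGSeq (Fig 6Y), the paper states that these transcripts were targeted for alternative splicing by *Ctcflos*.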

Notably, some of the differentially spliced genes have been characterized to be spliced into alternative transcripts of different functions in adipogenesis, including *Insulin receptor* (*Insr*), *Pparγ*, *Mitogen‐activated protein kinase 9* (*Mapk9*), *Muscleblind‐like splicing factor 1* (*Mbnl1*), and *RNA‐binding motif protein 4* (*Rbm4*) (Entingh *et al,* 2003; Cooper *et al,* 2014; Lin *et al,* 2014; Vernia *et al,* 2016; Hung & Lin, 2019). 

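*Insr*, on chromosome 8 of GRCm38, had 7.40 ± 2.23 RPKM (SD, n = 3) in *Ctcflos* KD and 11.5 ± 1.13 RPKM (SD, n = 3) in controls (log2 fold change -0.60, standard error 0.192, adjusted p = 0.055 from limma). *Pparg*, on chromosome 6, had 40.1 ± 5.23 RPKM (SD, n = 3) in *Ctcflos* KD and 51.5 ± 3.26 RPKM (SD, n = 3) in controls (log2 fold change -0.36, standard error 0.136, adjusted p = 0.090 from limma). In both genes every KD library was below every control library (exact two-sided permutation test on the mean RPKM, p = 0.1, the smallest p that 3 libraries against 3 allow). Without *Ctcflos* KD replicate 3, the adjusted p from limma was 0.0066 for *Insr* and 0.037 for *Pparg*. Leaving out any of the other libraries gave 0.11 to 0.18 for *Insr* and 0.13 to 0.27 for *Pparg*, and the replicate number as a block gave 0.078 and 0.16. With all libraries, *Mapk9*, *Mbnl1* and *Rbm4* differed by less than the spread between libraries. *Mapk9* had 4.62 against 4.96 RPKM (log2 fold change -0.083, standard error 0.0973, adjusted p = 0.55 from limma), and its longest transcript matches the site of ASO1 over 10 bases. *Mbnl1* had 41.9 against 44.8 RPKM (log2 fold change -0.14, standard error 0.223, adjusted p = 0.67 from limma), and its direction changed without KD replicate 2, to 0.010, while without KD replicate 3 it was called, at -0.41 (adjusted p = 0.040 from limma). *Rbm4* had 2.71 against 2.64 RPKM (log2 fold change 0.028, standard error 0.0942, adjusted p = 0.85 from limma), and its direction changed without KD replicate 3, to -0.0073. *Insr*, *Pparg* and *Mbnl1* span over 100 kb, and the median log2 fold change of genes of at least 100 kb differed from that of shorter genes by -0.39.

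For usage, 2 accessions of *Pparg*, 14 of *Mapk9*, 16 of *Mbnl1* and 15 of *Rbm4* passed the filter. The unadjusted gene-level p from limma diffSplice was 0.99 for *Pparg*, 0.39 for *Mapk9*, 1.0 for *Mbnl1* and 0.19 for *Rbm4*, and each adjusted p was 1. The largest shift of an accession's share of the summed RPKM was 0.918 percentage points, in *Rbm4*. The shares did not overlap between groups for 5 of the *Rbm4* accessions, 7 of *Mapk9*, 1 of *Mbnl1* and 0 of *Pparg*, where chance gives 10% for a single accession. Accessions of a gene share reads and can move together, so that these counts do not show an excess over chance.

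**Figure D1:**
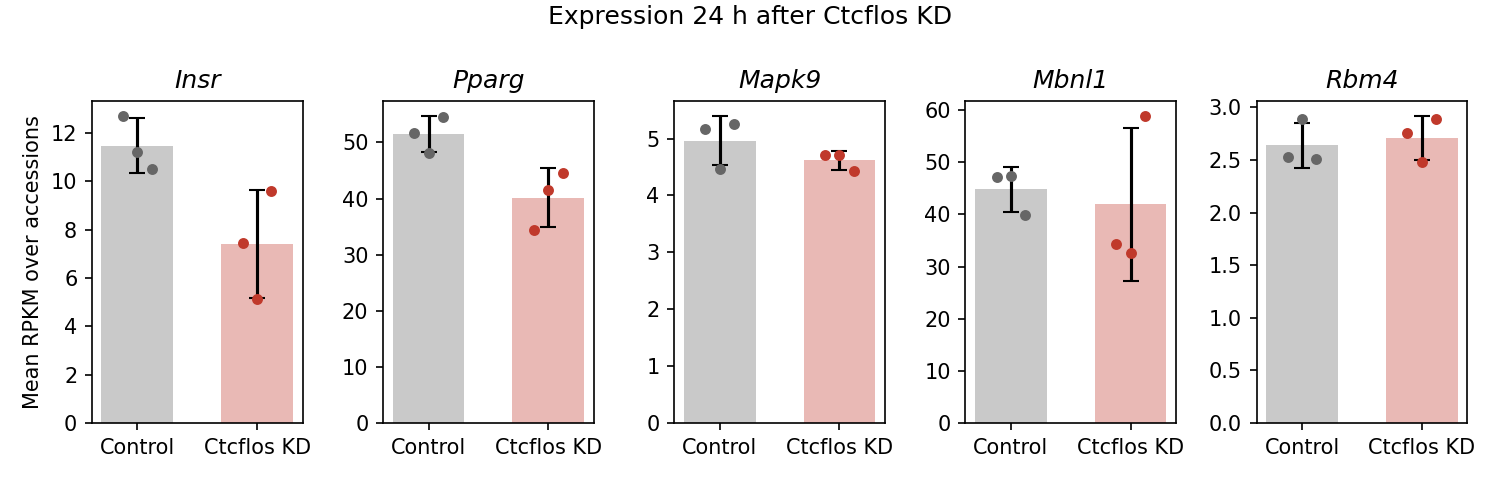
Mean RPKM over the accessions of *Insr*, *Pparg*, *Mapk9*, *Mbnl1* and *Rbm4* (vertical axes, starting at 0) in control and *Ctcflos* KD libraries (horizontal axis). Points are the 3 libraries of each group, bars the mean and error bars the SD. The KD points of *Insr*, with a mean of 7.40, all lie below the control points, with a mean of 11.5.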

*Insr* pre‐mRNA for instance can be processed into exon 11 (ENSMUSE00001381444; 36bp) including (Insr_+ex11_) or excluding (Insr_‐ex11_) isoforms, of which Insr_+ex11_ exerts the prominent role in p38‐MAPK signaling and brown adipogenesis (Lin *et al,* 2014). 

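*Insr* lies on the minus strand of chromosome 8 of GRCm38, from 3122061 to 3279617. Exon 11 is at 3181702 to 3181737 and is 36 bp long. In Gencode vM21 it belongs to a single annotated transcript, ENSMUST00000207100, for which no RPKM was used here, so that inclusion of exon 11 was not analysed here. The table gives 7 accessions of *Insr*. Each held a lower RPKM in *Ctcflos* KD, at 61.7% to 68.3% of the control mean. The share of the summed RPKM that an accession held shifted by at most 0.901 percentage points, and its smallest exact permutation p was 0.30 (two-sided, 3 libraries against 3). Usage of *Insr* accessions had an unadjusted gene-level p of 0.96 from limma diffSplice.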

Consistently, our splicing analysis suggests lower exon 11 inclusion in *Ctcflos* KD cells (Fig EV5A). Confirming the validity and reliability of our analysis, we observed a lower ratio of Insr_+ex11_ to Insr_‐ex11_ in *Ctcflos* deficiency 72 h after the KD through RT–PCR gel analysis (Fig EV5B–E). The shift from similar expression of both isoforms (24 h post‐treatment) to predominance of Insr_+ex11_ (72 h post‐treatment) that occurred during brite adipocyte differentiation (Fig EV5F and G data for NC) was less pronounced in the absence of *Ctcflos* (Fig EV5F and G data for ASO1). Interestingly, among the identified differentially spliced genes, regulated by *Ctcflos*, RNA‐binding motif protein 4 (RBM4) has been described as a crucial regulator of alternative splicing and gene transcription during brown fat development (Lin *et al,* 2014). It constitutes a regulatory network in programming splicing profiles of several genes (including *Insr*, *Pparγ*, *Mbnl1*, *Preadipocyte factor 1* (*Pref*‐*1*), and *Prdm16*) that express transcripts of varying roles in brown adipogenesis (Fig EV5H) (Lin *et al,* 2014; Chi & Lin, 2018; Hung & Lin, 2019). By modulating *Rbm4*, *Ctcflos* thus acts upstream of a complex splicing regulatory network that fosters the thermogenic gene program (Fig EV5H). 

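In the RBM4 network (Fig EV5H), *Map4k4* was the gene with changed accession usage, with an adjusted p of 0.039 over all genes tested and 0.0082 over the 34 tested genes of Fig 6Z and Fig EV5H (limma diffSplice). *Clk1* and *Hadha* were also called over that list, which is the paper's own. Over all genes, *Map4k4* was also called at a pseudocount of 0.1, without a filter on low values and without *Ctcflos* KD replicate 3. It was not called with the replicate number as a block, scaling by the median of ratios, the gene-level F test, an adjusted p of 0.01, accessions with at least 5% of the gene, or any of the other libraries left out. The abundance of *Map4k4* was 8.76 ± 3.34 RPKM (SD, n = 3) in *Ctcflos* KD and 20.4 ± 0.925 RPKM (SD, n = 3) in controls (log2 fold change -1.18, standard error 0.212, adjusted p = 0.010 from limma), and with each library left out in turn the adjusted p ranged from 2.5e-04 to 0.056. *Map4k4*, *Prdm16* and *Mef2c* span over 100 kb. *Ptbp2* was higher, at 2.70 against 1.59 RPKM (log2 fold change 0.51, standard error 0.114, adjusted p = 0.019 from limma), with every KD library above every control, and its adjusted p ranged from 0.015 to 0.091 over the alternatives. *Srsf3* had 22.4 against 20.3 RPKM and an adjusted p of 0.47 from limma. *Prdm16*, *Mef2c* and *Dlk1*, the gene of Pref-1, had a mean RPKM under 1 and were tested without a filter on low values. *Prdm16* had 0.137 RPKM in *Ctcflos* KD and 0.266 RPKM in controls (adjusted p = 0.14 from limma), with every KD library below every control. *Mef2c* had 0.489 against 0.717 RPKM (adjusted p = 0.20 from limma), and *Dlk1* had 0.270 against 0.199 RPKM (adjusted p = 0.58 from limma).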

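Of the 31 genes drawn in Fig 6Z, all 31 could be tested for usage. None reached an adjusted p under 0.05 over all genes tested, 4 had an unadjusted p under 0.05 and 1 was called when the adjustment covered these genes alone, a list that is the paper's own. The smallest p belonged to *Clk1* (7.9e-04, adjusted p = 0.095 from limma diffSplice). In *Clk1*, a GenBank clone had 4.76 ± 0.295 RPKM (SD, n = 3) in *Ctcflos* KD and 3.26 ± 0.339 RPKM (SD, n = 3) in controls, and was called as an accession (adjusted p = 0.039 from limma diffSplice). *Hadha*, *Arid5b* and *Cox20* followed with unadjusted p-values of 0.0035, 0.010 and 0.023 from the same test, and *Arid5b* spans over 100 kb.

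In abundance, 3 of the 31 genes passed an adjusted p of 0.05 from limma-trend, over all genes and over the list alone. *Ctcf* was higher, at 6.67 ± 0.602 RPKM against 4.56 ± 0.152 RPKM (SD, n = 3 each, log2 fold change 0.46, standard error 0.0992, adjusted p = 0.017 from limma). *Agpat2* was lower, at 226 ± 26.5 RPKM against 350.2 ± 48.0 RPKM (SD, n = 3 each, log2 fold change -0.62, standard error 0.158, adjusted p = 0.027 from limma), and *Hadha* was lower, at 26.0 ± 1.48 RPKM against 44.0 ± 5.82 RPKM (SD, n = 3 each, log2 fold change -0.73, standard error 0.135, adjusted p = 0.011 from limma). With each library left out in turn, the adjusted p from limma ranged from 0.0040 to 0.086 for *Ctcf*, from 0.014 to 0.13 for *Agpat2* and from 0.0062 to 0.067 for *Hadha*. *Agpat2* was also not called with the replicate number as a block (adjusted p = 0.057 from limma) or without a filter on low values (adjusted p = 0.071 from limma). Over the list, 12 genes had a positive and 19 a negative log2 fold change, with a median of -0.14.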

Supporting this hypothesis, *Ctcflos* KD evoked a major change in alternative splicing patterns of many genes involved in adipogenesis, lipid metabolism, mitochondrial function, and splicing, beyond the above‐described splice events (Fig 6Z). Roughly one third of the differentially spliced genes were identified as candidates for browning regulation in our previous study (Li *et al,* 2019a).

Taken together, lncRNA *Ctcflos* acts as a core regulator of alternative splicing, coordinating a complex splicing network to induce major changes in alternative splicing patterns of many genes in brite adipogenesis. Together with its role in transcription regulation, this attributes *Ctcflos* a complex regulatory potential (Fig 6AA). The ability to modulate two steps within the gene expression process of multiple browning‐associated genes, exemplified by transcriptional regulation and post‐transcriptional alternative splicing of *Prdm16*, confers *Ctcflos* an indispensable role in brite adipocyte development and function.

## Discussion

Understanding the intricate regulatory mechanisms that govern recruitment and activity of thermogenic brite adipocytes constitutes the fundamental prerequisite for their deployment as therapeutic strategy against obesity and associated comorbidities. Brite adipogenesis is a multilayered process that requires coordinated integration of multiple regulatory factors to build up a brite characteristic proteome composition and function. In this context, lncRNAs are versatile regulators that can orchestrate cellular differentiation by acting at several levels of gene expression simultaneously. Here, we employed the naturally diverging cell‐intrinsic propensity of iWAT browning between inbred mouse strains revealing 189 lncRNAs of potential involvement in the regulation of brite adipogenesis and thermogenesis. Among them, we characterized nuclear lncRNA *Ctcflos* as a critical, versatile component in the brite regulatory network that controls thermogenic gene programing both at transcriptional and post‐transcriptional levels. As such, *Ctcflos* is required for transcriptional induction and isoform preference of key brite adipogenesis regulator *Prdm16* along with several other browning‐associated factors, making it essential for functional brite adipocyte development. Consistent with this pivotal role in the thermogenic gene program, *Ctcflos* likewise presents a significant component in classical brown adipogenesis.

Our deepened knowledge on the human genome and transcriptome gained by the achievements of the Human Genome and the ENCODE projects taught us that our canonical view on cellular differentiation and function needs to be multiplexed by an additional layer of regulation by noncoding RNAs. The broad expansion in the application of whole transcriptome profiling confirmed the indispensable functional involvement of lncRNAs in a multitude of biological processes including white and brown adipogenesis. *SRA1*, *lnc‐RAP‐1*, *lnc*‐*leptin*/ *lncOb,* and *Plnc1* are reported regulators of white adipogenesis, while *Blnc1*, *lnc‐BATE‐1/10,* and *H19* were identified to be essential for brown adipocyte differentiation and function (Xu *et al,* 2010; Sun *et al,* 2013; Zhao *et al,* 2014; Alvarez‐Dominguez *et al,* 2015; Ding *et al,* 2018; Lo *et al,* 2018; Schmidt *et al,* 2018; Dallner *et al,* 2019; Zhu *et al,* 2019). These findings highlight a role for lncRNAs in adipose biology and thermogenesis. In line, our model of naturally varying browning propensities proposes a considerable contribution of the long noncoding transcriptome to differentiation of brite adipocytes. It discloses a number of potent lncRNA candidates that are worth further investigation, providing a rich resource for exploiting the role of lncRNAs in brite adipogenesis.

Among this group of lncRNAs, *Ctcflos* stood out as the top candidate by its strong regulation during brite adipogenesis *in vitro* and its cold‐induced upregulation in iBAT and iWAT *in vivo* as validated in different mouse strains (129S6 and BL/6J). Validating our own data, *Ctcflos* transcripts 3 and 4 are also upregulated in published transcriptome analysis in iBAT of cold exposed mice (Marcher *et al* 2015). Independent datasets thus suggest a potential regulatory role of *Ctcflos* in thermogenic gene programming. Consistently, our study demonstrates that *Ctcflos* plays an essential and specific role in thermogenic adipocyte development and function. Depletion studies reveal its requisite contribution to brite and brown adipogenesis, but vast dispensability in general adipogenesis and white adipocyte differentiation. Strongest impacts of *Ctcflos* occur during the early phase of differentiation, emphasizing its particular contribution to the early switch toward the thermogenic program. This temporally coincides with critical transcription time windows of brite master regulator *Prdm16* and brite cell key functional entity *Ucp1* that both reach their maximum levels within the first half of the differentiation process. Eliminating *Ctcflos* during this early phase in the thermogenic differentiation program induces severe impairments of brite and brown adipocyte development as evidenced on transcriptional and functional levels. Typical brite cell characteristics such as multilocularity, mitochondrial biogenesis, UCP1 expression, and thermogenic uncoupled respiration are strongly impaired due to early loss of *Ctcflos*. Besides the KD of *Ctcflos*, it would be valuable to rescue the observed phenotype by overexpression of a mutated version of *Ctcflos* that cannot be targeted by the ASOs but remains its functionality in brite adipogenesis. This experimental approach, however, requires exact annotation of *Ctcflos* transcript sequences and the identification of functional ribonucleotide motifs crucial for *Ctcflos* activity that need to be clarified in future studies.

The functional importance of lncRNAs in thermogenic adipocyte differentiation is well in line with the versatile nature of lncRNA molecules, which can coordinate gene expression at several levels through different mechanistic themes. Accordingly, the multilayered process of brite adipogenesis demands delicate spatial and temporal orchestration of epigenetic, transcriptional, post‐transcriptional, and translational regulation to build up a brite cell‐specific protein machinery that specifies cell morphology and function. Generally, transcriptional control of brite genes largely determines the composition of the cellular machinery, while cell type characteristic post‐transcriptional modification such as alternative splicing allows further fine‐tuning of its functionality (Pan *et al,* 2008; Wang *et al,* 2008; Nilsen & Graveley, 2010; Yang *et al,* 2016). Around 95% of human genes can be spliced into distinct isoforms that can convey different or even opposite functioning (Pan *et al,* 2008). The modulation of isoform profiles thus allows precise adaptation of the cells equipment to meet the changing requirements during cellular differentiation (or can confer cell type‐specific action to broadly expressed factors) (Lin *et al,* 2014; Singer *et al,* 2019). Accordingly, it has been shown previously that coordination of alternative splicing plays a significant role in adipocyte differentiation. Brown adipogenesis and white fat expansion involve broad changes in RNA splicing profiles (Vernia *et al,* 2016; Chi & Lin, 2018). Several key adipogenic factors with functionally varying alternative isoforms as well as adipocyte‐related splicing factors have been identified (Lin, 2015). Hence, although often neglected, modulation of post‐transcriptional processing is a further pivotal driver of cell type‐specific differentiation, along with transcriptional and translational regulations.

In this context, it is of great interest that lncRNAs act as versatile regulators able to modulate many steps within the gene expression process including chromatin modification, enhancer activity, transcription, pre‐mRNA splicing, miRNA processing, nuclear export, translation, and protein stability (Geisler & Coller, 2013; Marchese *et al,* 2017). In fact, it is a peculiarity of lncRNAs that the same lncRNA can act at multiple levels simultaneously, which strongly increases their potential to coordinate the regulatory interplay during cellular differentiation.

Consistent with this notion, our study revealed a complex functionality for *Ctcflos*. Our data disclose that *Ctcflos* acts as a central regulator of both gene transcription (1) and alternative splicing (2), conferring it an effective regulatory potential in brite adipogenesis.

1. Concerning gene transcription regulation, our data demonstrated that *Ctcflos* is required to build up the core thermogenic gene transcription program in differentiating adipocytes. Applying a two‐time point strategy, our transcriptome analysis thereby goes beyond a single snapshot and provides a chronological view on *Ctcflos* KD‐induced changes by disentangling direct effects from consecutive and adaptive changes. In *Ctcflos* deficiency, several key factors of the thermogenic gene expression machinery (including *Prdm16*, *Nfia*, *Ebf1,* and *Pparγ*) are transcriptionally downregulated in direct response to the KD. This in turn is responsible for the compromised expression of brown fat selective genes and *Ucp1*, forming the basis for the observed phenotype of impaired mitochondrial biogenesis and diminished UCP1‐dependent thermogenic respiratory capacity that manifests in chronological succession. Through which exact mechanism, however, *Ctcflos* exerts its transcription regulatory function is unclear and warrants further study.
2. Concerning *Ctcflos*‐dependent modulation of alternative splicing, we observed in parallel to the transcriptional alterations, broad changes in the splicing machinery and increased numbers of nuclear speckles, the sites for storage and activation of splicing factors, predicting altered splicing behavior in *Ctcflos* KD cells. Deep global analysis of splicing profiles correspondingly revealed that *Ctcflos* exerts broad influence on alternative splicing in developing brite adipocytes within 24 h, largely affecting browning‐associated genes. Among them there are genes identified before to possess isoforms of varying impact on adipogeneses, such as *Insr*, *Pparγ*, *Mapk9, Mbnl1,* and *Prdm16* (evaluated by PCR and qPCR) (Cooper *et al,* 2014; Lin *et al,* 2014; Vernia *et al,* 2016; Chi & Lin, 2018; Hung & Lin, 2019). Along with the transcriptional changes, these early deviations from brite characteristic splicing profiles can contribute to the consecutive phenotype. Moreover, splicing‐associated factors with impact on adipogenesis are included in the *Ctcflos*‐dependent differentially spliced transcripts. Among these factors, *hnRNPU* has been shown to interact with lncRNAs and to be required for brown adipogenesis; *Rbm4* is a pivotal alternative splicing modulator during brown fat cell differentiation, and *Clk1* is required for splicing factor (SRp40) phosphorylation during adipogenesis (Cooper *et al,* 2014; Lin *et al,* 2014; Alvarez‐Dominguez *et al,* 2015; Mi *et al,* 2017; Sun *et al,* 2017). Modulating the splicing machinery itself confers *Ctcflos* the potential to control alternative splicing on a broad scale and qualifies it as a crucial player in this process. Similarly, other lncRNAs, such as *ASCO, LINC01133, Malat1, and Enod40,* that act as splicing modulators had been shown before (Romero‐Barrios *et al,* 2018). By modulating the isoform profiles of a multitude of browning‐associated genes and fine‐tuning the splicing machinery, *Ctcflos* could thus further drive brite adipogenesis, complementing its transcription regulatory impact.

Notably, both *Ctcflos* dependently modulated processes, transcription and alternative splicing, occur temporally in parallel directly after *Ctcflos* KD, proposing a coregulation. In fact, transcription and splicing are tightly associated procedures, being coordinately regulated in the nucleus, both spatially and temporally. Transcription factors and RNA polymerase II were previously described to directly or indirectly (through cofactors) interact with splicing factors to concomitantly modulate the transcription rate and splicing profile of a target gene (Cramer *et al,* 1999; Monsalve *et al,* 2000; Auboeuf *et al,* 2004; Das *et al,* 2007). Interestingly, nuclear speckles function as storage, assembly, and modification compartments of transcription‐ and splicing‐associated factors. Phosphorylation and dephosphorylation cycles of splicing factors, transcription factors, and cofactors within the speckles coordinate their activity, assembly to higher order complexes and translocation to the site of transcription and RNA processing, attributing nuclear speckles a pivotal role in the coordination of transcription and splicing. The fact that nuclear speckles are increased in number in *Ctcflos* deficiency provokes the hypothesis that *Ctcflos* is involved in their functionality. The increased nuclear speckle signal might point toward impaired activation and translocation of splicing‐ and transcription‐associated factors out of the speckles in *Ctcflos* deficiency. Interestingly, lncRNA *Malat1* has been shown to reside within nuclear speckles of HeLa cells and to modulate local phosphorylation and dephosphorylation cycles of splicing factors, demonstrating the regulatory capacity of lncRNAs in these events (Tripathi *et al,* 2010). In this context, an interaction of *Ctcflos* with transcription factors, coregulators, splicing factors or kinases, and proteases within nuclear speckles to modulate their phosphorylation and thus activity states, their translocation or complex assembly could be envisioned but still awaits experimental exploration. To examine such a putative role of *Ctcflos* in nuclear speckle function, future analysis should investigate the subnuclear location of *Ctcflos*, phosphorylation states of speckle‐associated splicing and transcription factors as well as direct interaction partners of *Ctcflos*.

The functionality of *Ctcflos* in transcription and post‐transcriptional alternative splicing is exemplified in the brite master regulator *Prdm16*. PRDM16 is well established as a cell‐autonomous early key mediator of brown and brite adipocyte identity (Seale *et al,* 2011). It directs cell fate into the thermogenic adipocyte lineage and co‐activates several transcription factors to boost brown and brite cell characteristic gene expression (Ishibashi & Seale, 2015; Kajimura, 2015; Chi & Cohen, 2016). Chronological transcriptome analysis of direct and adaptive *Ctcflos* KD effects demonstrates that *Ctcflos* induces *Prdm16* gene expression and is required for consecutive *Prdm16*‐dependent brite gene programming. Combined *Ctcflos* and *Prdm16* KD further supported *Prdm16* as proximal mediator of *Ctcflos* activity in brite adipogenesis. Rescue of *Prdm16* expression in *Ctcflos* KD adipocytes, abolishing the impairment of *Ucp1* gene expression, further substantiated the involvement of *Prdm16* in *Ctcflos*‐dependent brite adipogenesis. Additionally, *Ctcflos* directs the alternative splicing of *Prdm16* into its short isoform, which gains predominance during the course of brite adipogenesis and is required for full activation of essential thermogenic genes (Chi & Lin, 2018). *Ctcflos* thus controls both *Prdm16* transcript abundance (quantity) and its isoform‐dependent functional specification (quality) to drive thermogenic adipogenesis. This finding illustrates how lncRNAs can modulate transcription factor activities to achieve cell‐ and developmental stage‐specific regulation.

Conclusively, our comparative transcriptome analyses of diverging iWAT browning propensities among inbred mouse strains uncovered adipose tissue enriched lncRNA *Ctcflos* that orchestrates early gene programming toward brite and brown adipogenesis. It coordinates two levels of gene expression by regulating transcription and alternative splicing of multiple browning‐associated genes, particularly the master regulator *Prdm16*, to induce the brite‐selective gene program and to fine‐tune the functionality of the brite adipogenic machinery toward thermogenesis. With its comprehensive impact on splicing of brite adipocyte factors and the splicing machinery itself, *Ctcflos* works as a central coordinator of brite adipogenesis‐promoting alternative splicing. As a versatile regulator, *Ctcflos* accomplishes an essential role in brite and brown fat cell differentiation, mitochondrial biogenesis, and thermogenesis. Our study emphasizes the multidimensional nature of thermogenic adipogenesis and underlines the coordinative regulatory potential of lncRNAs in this process.

## Material and Methods

### Animals

Male 129S6sv/ev, A/J, AKR/J, SWR/J, C57BL6/J, and 129S1/SvImJ mice (UCP1‐KO mice and wild‐type littermates) were bred at the animal facility of Technical University of Munich and kept at room temperature (23°C ± 1°C), 55% relative humidity, 12‐h:12‐h light: dark cycle and ad libitum access to water and food (regular chow diet V1124‐3M‐Z; ssniff Spezialdiäten GmbH, Germany). At the age of 5–6 weeks, they were used for whole organ extraction or preparation of primary cell cultures of interscapular brown or inguinal white and brite adipocytes. Previously conducted animal studies that provided data or material for this manuscript were performed according to the German Animal Welfare based on approved licenses.

### Primary cell isolation and culture

The stromal vascular fractions of inguinal and interscapular fat pads were isolated, grown, and differentiated into white, brite, or brown adipocytes as previously described (Li *et al,* 2014; Oeckl *et al,* 2020). In brief, dissected fat pads where digested with collagenase, stromal vascular fraction cells were seeded (6‐well, 12‐well or 24‐well plates), grown to confluence in adipocyte culture medium (DMEM, heat‐inactivated FBS (20%), penicillin/streptomycin (0.4%), gentamycin (0.4%), fungizone (0.2%)) and induced for 48 h in the presence of insulin (5 µg/ml), 3,3′,5‐triiodo‐l‐thyronine (T3) (1 nM), isobutylmethylxanthine (IBMX) (0.5 mM ), indomethacin (125 µM), dexamethasone (1 µM), and rosiglitazone (1 µM) (for brite and brown adipocytes) in culture medium with 10% FBS. Differentiation was continued with insulin (5 µg/ml), T3 (1 nM), and rosiglitazone (1 µM) (for brite and brown adipocytes) in culture medium with 10% FBS for 3–7 days. Medium was changed every other day.

### RNA sequencing

For the identification of lncRNAs of importance in iWAT browning, we analyzed the RNA‐seq data set on undifferentiated and differentiated (w/o rosiglitazone) primary adipocytes of five inbred mouse strains (C57BL/6J, 129S6sv/ev, A/J, AKR/J, and SWR/J) that was published previously (Data ref: Li *et al,* 2019b) and that is available at (https://www.ebi.ac.uk/arrayexpress/) accession number E‐MTAB‐8344. For the identification of lncRNAs of potential functional relevance in brite adipogenesis, sequenced tags were mapped against the GRCm38/mm10 genome assembly, and uniquely identified hits were assigned to transcripts of the ElDorado database, a Genomatix genome annotation, based on publicly available reference assemblies, including Refseq, Ensembl, and GenBank (by scanning sequenced tags for the shortest unique sequences (SUS) defining a specific position in the target genome). LncRNAs were extracted from alignments against the GenBank and analyzed for differential expression using the Genomatix DESeq2 pipeline. Transcript coverage rates were assigned in reads per kilobase per million mapped reads (RPKM). Correlation with Ucp1 > 0.6 or < −0.6, significant regulation during differentiation with log2 fold change > 1 or < −1, and significant regulation in response to rosiglitazone treatment with log2 fold change > 0.585 or < −0.585 were set as criteria to identify brite adipogenesis relevant lncRNAs. For heatmap generation, transcript‐level count data were normalized using the regularized logarithm transformation, subset to those lncRNAs identified as being of functional relevance as described above, row‐mean centered and clustered using hierarchical clustering.

For transcriptome wide analysis of *Ctcflos* KD effects, RNA samples of KD and control cells, harvested directly (24 h) or later (72 h) after the KD at day 1 or day 5 of differentiation, were subjected to bulk RNA barcoding and sequencing (BRB‐seq) as described (Li *et al,* 2019a). All samples were tested for RNA integrity using RNA 6000 Nano chip (Agilent, Santa Clara, CA, USA) and reverse transcribed by SuperScriptTM II Reverse Transcriptase (Lifetech 18064014) using specific barcoded oligo‐dT primers. Samples pools were purified by DNA clean and concentrator kit (Zymo Research #D4014), followed by exonuclease I treatment (New England Biolabs #M0293S) and second strand synthesis by nick translation (Alpern *et al,* 2019) to generate double‐stranded (ds) cDNA. cDNA was purified with AMPure magnetic beads (30 µl, 0.6×) (Beckman Coulter, #A63881) and eluted in water (20 µl). Libraries were prepared by tagmentation of full‐length ds cDNA (5 ng) with Tn5 enzyme (1 µl, 11 µM) and amplified (15 cycles). AMPure beads (Beckman Coulter, #A63881) were used to size‐select fragments of 200–1,000 bp in two rounds (0.5× beads and 0.7× beads, respectively). Libraries were profiled with the High Sensitivity NGS Fragment Analysis Kit (Advanced Analytical, #DNF‐474), measured with the Qubit dsDNA HS Assay Kit (Invitrogen, #Q32851), pooled, and sequenced on the Illumina NextSeq 500 platform with custom primer and High Output v2 kit (75 cycles) (Illumina, #FC‐404‐2005). Sequenced tags were aligned to the NCBI Reference Sequence Database, and differential expression analysis was performed with DESeq2 using Genomatix Software Suite.

For the analysis of *Ctcflos* KD‐dependent changes in splicing patterns, *Ctcflos* KD and control samples were deep sequenced using Illumina HiSeq 4000 platform (Helmholtz Center Munich). Libraries of six samples were pooled into one sequencing lane and sequenced in 150 bp paired‐end reads, ~40 mio reads per sample. Reads were aligned to the GRCm38 genome assembly by STAR_2.5.3a. The obtained BAM files were used to construct splice graphs based on Gencode vM21 exon annotation using SGSeq algorithm (Goldstein *et al,* 2016). Splice events detected based on splice junction spanning reads were further tested for differential occurrence using DEXSeq (Anders *et al,* 2012).

### Principal component and hierarchical clustering analysis

In principal component and hierarchical clustering analysis, expression data of all lncRNAs with a mean read number larger than three across all five mouse strains (undifferentiated and differentiated) were used. Principal component analysis was performed with prcomp R function (with centering and scaling) and factoextra R package. For hierarchical clustering, the distance matrix of the lncRNA expression data was computed and hierarchical clustering was performed with dist (with scaling) and hclust R functions, respectively.

### Coding potential determination

Protein‐coding potential scores were calculated with publicly available software, CPC2 (Kang *et al,* 2017), CPAT (Wang *et al,* 2013), and lncScore (Zhao *et al,* 2016). CPC2 was run using default parameters. LncScore was run using the hexamer and training data distributed with the software. CPAT was run via the web interface. Cutoff for protein‐coding probability was set at 0.4. In silico translation and blasting of transcripts against the RefSeq protein database were performed using blastx with restriction to the plus strand.

### lncRNA–mRNA coexpression network analysis

Gene network analysis was done as previously described (Bai *et al,* 2017) Briefly, transcript‐level count data were normalized using the regularized logarithm transformation and subset to those transcripts identified as being of functional relevance (by correlation with Ucp1, regulation during differentiation, and rosiglitazone treatment) as described above. Partial correlations and FDR were calculated for all pairs of transcripts using the GeneNet R package. Partial correlations with FDR < 5% were used to create a graph, where vertices represent transcripts and edges significant correlations. Using the fast greedy modularity optimization algorithm (igraph R package), networks of commonly regulated transcripts were determined. mRNAs without a direct link to a lncRNA were removed from the analysis and the remaining mRNAs used for GO analysis using a parent–child algorithm (topGO R package).

### Gene ontology

Overrepresentation analyses of gene ontology terms within gene sets were conducted by free InCroMAP software (Wrzodek *et al,* 2013).

### Knockdown by antisense locked nucleic acid gapmers and siRNAs

Knockdown experiments of lncRNA and mRNA transcripts were performed using antisense locked nucleic acid (LNA) Gapmer antisense oligonucleotides (ASOs) (Qiagen), short interference RNAs (siRNAs) (Eurofins), or dicer substrate short interference RNAs (dsiRNAs) (IDT), respectively, as previously described (Li *et al,* 2017). Briefly, primary cells were trypsinised at confluence, after induction or at day 5 of differentiation and reverse transfected into 12‐well, 24‐well cell culture, or XF96 Seahorse culture plates containing 25 min pre‐incubations of transfection reagent (Lipofectamine RNAiMAX (5 µl/ml) (Life Technologies)) and LNA Gapmers or siRNA (50 or 100 nM) in differentiation medium without antibiotics. After 24 h, cells were either directly harvested (direct knockdown effects) or treated with fresh differentiation medium and harvested/analyzed after another 48 h (consecutive knockdown effects). Nontargeting LNA Gapmers and siRNAs were used as controls. Sequences of LNA Gapmer ASOs and siRNAs are listed below:

LNA Gapmer ASO 1 targeting Ctcflos tr 1: 5′‐GCTTGGGTGGAGGATT‐3′.

LNA Gapmer ASO 2 targeting Ctcflos tr 3 and 4: 5′‐ATTTGACAACCACTG‐3′.

LNA Gapmer ASO 3 targeting Ctcflos tr 1: 5′‐GCTTGGGTGGAGGATT‐3′.

LNA Gapmer ASO 4 targeting Ctcflos tr 1: 5′‐CTGGCTTGGGTGGAGG‐3′.

LNA Gapmer ASO 5 targeting Ctcflos tr 3 and 4: 5′‐AGTCAGACACCTTTTA‐3′.

LNA Gapmer ASO 6 targeting Ctcflos tr 3 and 4: 5′‐AGACTAATTGCTAGCG‐3′.

LNA Gapmer Negative control A: 5′‐AACACGTCTATACGC −3′.

siRNA Pck1: 5′‐GGAAGTTCGTGGAAGGCAA‐3′.

dsiRNA Ctcfl: 5′‐GAATTCTAAAGTCAACCTGAGAATC‐3′.

siRNA Prdm16: 5′‐GAAGAGCGTGAGTACAAATTT‐3′.

### Lentiviral overexpression of Prdm16

Lentiviral overexpression of *Prdm16* was performed in primary proliferating preadipocytes derived from iWAT followed by *Ctcflos* KD at the first day of differentiation. FLAG‐Prdm16 open reading frame was PCR‐amplified from MSCV‐Prdm16 (gift from Bruce Spiegelman (Addgene plasmid # 15504; http://n2t.net/addgene:15504; RRID:Addgene_15504) (Seale *et al,* 2007)) and cloned into pCDH‐PGK. pCDH‐PGK‐FLAG‐Prdm16 or pCDH‐PGK‐tGFP, as control, were co‐transfected together with second‐generation packaging plasmids psPAX2 and pMD2.G into HEK 293T cells using PolyFect transfection reagent (Qiagen, # 301105) for production of lentiviral particles. Medium supernatant containing viral particles was collected at three consecutive days and concentrated using PEG‐it Virus Precipitation Solution (Biocat, # LV810A‐1‐SBI). Physical virus titer was determined by One‐Wash Lentivirus Titer Kit, HIV‐1 p24 ELISA (Origene, #TR30038), and primary iWAT preadipocytes were transduced at 50% confluency with multiplicity of infection (MOI) 500 or 800 using polybrene (8 µg/ml) for 24 h. At 80% confluency, transduced preadipocytes were induced for 2 days and ASO‐mediated Ctcflos KD was performed at the first day of differentiation as described above. Cells were harvested 72 h after transfection and analyzed for gene expression by qRT–PCR.

### Equivalence testing

Equivalence was tested by Two‐One‐Sided‐Tests (TOST) Equivalence Testing for dependent *t*‐test using the R function TOSTpaired.raw (significance level alpha = 0.1). Equivalence bounds (± 0.18) were set based on the multiplicative gene interaction model that postulates that the effect size of a double KD of two genes would be equal to the multiplication of their single KD effect sizes (0.36 × 0.51 = 0.18) (Fig 6H), if the two genes work completely independent of each other. Lower effect sizes point toward an epistasis of the two genes.

### Total and fractionated RNA isolation, poly‐A RNA enrichment

For total RNA isolation, frozen tissues or cultured cells were homogenized and lysed in TRIsure (Bioline), RNA was purified on columns of SV total RNA isolation system (Promega) according to the manufacturer’s protocol (including on column DNA digestion) and reverse transcribed into cDNA using SensiFast cDNA Synthesis Kit (Bioline). For fractionated isolation of nuclear, cytosolic, and mitochondrial RNA, cells were lysed on ice in a high salt buffer (KCl (10 mM), MgCl_2_ (1.5 mM), Tris (20 mM) pH7.5), homogenized by a dounce homogenizer (type B pestle, 0.0005–0.0025 in.) and after mixing with Triton X‐100 (0.1%) centrifuged (1,000 *g*, 5 min) to pellet nuclei and other cell organelles as described previously (Rio *et al,* 2010). The cytosolic fraction in the supernatant was removed, and the pellet was resuspended in STE buffer (sucrose (250 mM), tris (5mM), EDTA (2 mM), pH 7.4) to further separate in a second centrifugation step (1,000 *g*, 3 min) mitochondrial (supernatant) and nuclear (pellet) fractions. RNA of the three fractions was then isolated as described for total RNA. Poly‐A RNA enrichment was performed with Poly‐ATtract mRNA isolation system (Promega) according to the manufacturer’s instructions using biotinylated poly‐dT primers that bind to transcript poly‐A tails and can be captured by streptavidin‐coupled paramagnetic particles.

### Gene expression analysis by quantitative real‐time PCR (qRT–PCR) and PCR

Quantitative real‐time PCR was performed with Lightcycler 480 II (Roche) in 384‐well format (4titude). Genes of interest were amplified in triplicates using 1:2 diluted SensiMix SYBR No‐ROX (Bioline), 250 µM gene‐specific primers and 1 µl of 1:10 diluted cDNA template in a 12.5 µl reaction mix. Twofold serial dilutions of pooled cDNA samples served as standard curves for sample quantification. Transcript abundance was normalized to the expression of stable housekeeper gene *Gtf2b*. Forward (F) and reverse (R) primers used for qRT–PCR are listed below:

Gtf2b F: 5′‐TGGAGATTTGTCCACCATGA‐3′, R: 5′‐GAATTGCCAAACTCATCAAAACT‐3′;

Ctcflos tr1 F: 5′‐ACTGTCCAGGTCCCTAACCC‐3′, R: 5′‐GACTCCCTGCTTGGAGAAGA‐3′;

Ctcflos tr3+4b F: 5′‐CCCCAGAACAAGAAGAGCTG‐3′, R: 5′‐CGAGTATTGGAGAAGGACAGC‐3′;

Ucp1 F: 5′‐GTACACCAAGGAAGGACCGA‐3′, R: 5′‐TTTATTCGTGGTCTCCCAGC‐3′;

pre‐Ucp1 F: 5′‐GGATTGGCCTCTACGACTCA‐3′, R: 5′‐TAAGCTTCTCTGGGACCGTG‐3′;

45SrRNA F: 5′‐CTTGACCATGTCCCCAGAGT‐3′, R: 5′‐AGGCACCTAGGAGACAAACC‐3′;

12SrRNA F: 5′‐ACACGACAGCTAAGACCCAA‐3′, R: 5′‐GGTAGAGCGGGGTTTATCGA‐3′;

Cidea F: 5′‐TGCTCTTCTGTATCGCCCAGT‐3′, R: 5′‐GCCGTGTTAAGGAATCTGCTG‐3′;

Cox7a1 F: 5′‐CCGACAATGACCTCCCAGTA‐3′, R: 5′‐TGTTTGTCCAAGTCCTCCAA‐3′;

Atgl F: 5′‐GGAAATTGGGTGACCATCTG‐3′, R: 5′‐AAGGCCACATTGGTGCAG‐3′;

Hsl F: 5′‐GCTTGGTTCAAGTGGAGAGC‐3′, R: 5′‐GCCTAGTGCCTTCTGGTCTG‐3′;

Fabp4 F: 5′‐GATGGTGACAAGCTGGTGGT‐3′, R: 5′‐TTTATTTAATCAACATAACCATATCCA‐3′;

Leptin F: 5′‐TTCACACACGCAGTCGGTATC‐3′ R: 5′‐TGGTCCATCTTGGACAAACTCA‐3′.

Prdm16 short F: 5′‐GTACCCTGGCTTTGGACTCT‐3′, R: 5′‐GTACCCTGGCTTTGGACTCT‐3′ (forward primer spanning from exon 15 to 17), (reverse primer within exon 17) (Appendix Fig S7A);

Prdm16 long F: 5′‐CTTTGGGAAGGGGCTGGAT‐3′, R: 5′‐GGTTAAAGGCTCCGGACTCT‐3′ (forward primer within Prdm16 long specific exon 16), (reverse primer within exon 17) (Appendix Fig S7A);

Prdm16 total F: 5′‐GTCAGAGGAGAAATTTGATGG‐3′, R: 5′‐AGAAGGAATGCTGTGAGTAG‐3′; (forward and reverse primer within exon 9, present in Prdm16 short and long).

Ctcfl F: 5′‐AGAGGACCCACAAGAACGAG‐3′, R: 5′‐AGTAGCTGCTTCTGTCGGAA‐3′;

Pck1 F: 5′‐GTGAGGAAGTTCGTGGAAGG‐3′, R′‐AGTGAGAGCCAGCCAACAGT‐3′.

PCRs were conducted with 1:2 diluted ImmoMix (Bioline), including 500 nM gene‐specific primers and 1 µl 1:10 diluted cDNA template in a total volume of 20 µl. PCRs were separated on a 2% agarose gel and visualized under UV light. Signal intensities were quantified with ImageJ software. Forward (F) and reverse (R) primers used for PCR are listed below:

Ctcflos tr1 F: 5′‐GAGCTTGGAGGAAGTGAACG‐3′, R: 5′‐TCAAGGGACGATCTTTCCAG‐3′;

Ctcflos tr2 F: 5′‐GCAGTGAAACCTTCCAGAGC‐3′, R: 5′‐AAGTGATTCCAAGTGTCACCA‐3′;

Ctcflos tr3+4a F: 5′‐GCTGTCCTTCTCCAATACTCG‐3′, R: 5′‐GGGGTTAGGACAAAGAAGCTC‐3′;

Ctcflos tr3+4b F: 5′‐CCCCAGAACAAGAAGAGCTG‐3′, R: 5′‐CGAGTATTGGAGAAGGACAGC‐3′;

Ctcflos tr4 F: 5′‐CCCCAGAACAAGAAGAGCTG‐3′, R: 5′‐TTCTCTTCTCCCCACCCTTG‐3′;

Prdm16 s + l F: 5′‐GAGCCCCAAGGAGTCTATGA‐3′, R: 5′‐CGAGGGTCCTGTGATGTTCAA‐3′ (exon 16 spanning primer pair to amplify both *Prdm16* isoforms (*Prdm16 long:* 348bp; *Prdm16 short*: 173 bp) (Appendix Fig S6G));

Insr +/‐exon 11 F: 5′‐GAGGATTACCTGCACAACG‐3′, R: 5′‐TTCCTTTGGCTCTTGCCAC‐3′.

### Lipid droplet staining and quantification

Lipid droplets of primary adipocytes were stained after fixation with formaldehyde (3.7%, 1 h) using Oil red O (0.3%, 1 h, Sigma‐Aldrich). Cells were washed twice with PBS, and pictures were taken under the microscope with 10× and 32× objectives. For quantification, the cells were washed three times with isopropanol (60%, 5 min), Oil red O was extracted with 100% isopropanol (5 min), and absorbance was measured at 492 nm in a microplate luminometer (Infinite M200 Microplate reader, Tecan). Absorbance of blank 100% isopropanol was subtracted from absorbances of the samples.

Determination of lipid droplet numbers and size distributions was performed by automated digital image analysis (Wimasis).

### Lipolysis assay

Lipolysis rates were assessed by measurement of glycerol release under basal and isoproterenol‐stimulated conditions. Primary cells were pretreated for 1 h and then incubated for another hour w/o isoproterenol (0.5 µM in DMEM with glucose (1g/l) and BSA (2%) pH 7.4, 1 h) and frozen for determination of protein concentration. The incubation medium was harvested, and 10 µl thereof was incubated with free glycerol reagent (100 µl, Sigma‐Aldrich) for 15 min in the dark to determine lipolysis‐dependent release of glycerol into the medium. The quinoneimine dye produced in the color reaction is proportional to the glycerol concentration and was measured at 540 nm in a microplate luminometer (Infinite M200 Microplate reader, Tecan). Glycerol concentrations were normalized to protein amount.

### Mito tracker staining

Mitochondria were stained with Mito Tracker Deep Red 633 (100 nM in DMEM, 30 min, 37°C, Invitrogen), fixed with formaldehyde (3.7% in DMEM, 10 min, 37°C), mounted with Vectashield Mounting Medium with DAPI for nuclear counterstain (Vector Labs), sealed with a coverslip and nail polish, and visualized with 60× oil immersion objective in a confocal laser‐scanning microscope (Olympus FluoView FV10i). Fluorescent signals were quantified with ImageJ software.

### Splicing inhibition

For splicing inhibition experiments, primary inguinal adipocytes of 129S6 mice were cultured according to the brite adipocyte differentiation protocol as described above. On the first day of differentiation, cells were treated with 10, 15, or 20 nM isoginkgetin (Tocris) diluted in DMSO or a corresponding amount of DMSO as control. After 48 h, cells were washed with PBS and harvested for qPCR analysis.

### Respirometry

Oxygen consumption of primary adipocytes was measured by an XF96 Extracellular Flux Analyzer (Seahorse Bioscience) as described in Li *et al,* (2017). Primary adipocytes were reverse transfected onto XF96 microplates at the first or fifth day of differentiation and subjected to respirometry 72 h later. Cells were incubated with Seahorse assay medium (DMEM basal medium with glucose (25 mM), sodium pyruvate (2 mM), NaCl (31 mM), GlutaMax (2mM) phenol red (15 mg/l) and essentially fatty acid‐free bovine serum albumin (BSA) (2%) (pH 7.4) at 37°C in a room air incubator for 1 h. Basal oxygen consumption was determined of untreated cells, while consecutive injections of oligomycin (5 µM), isoproterenol (0.5 µM), FCCP (1 µM), and antimycin A (5 µM) allowed measurement of basal leak, UCP1‐dependent uncoupled, maximal, and non‐mitochondrial respiration, respectively. Oxygen consumption rates were calculated by the Seahorse XF96 software, and non‐mitochondrial oxygen consumption was subtracted from all other values. UCP1‐mediated uncoupled respiration was expressed as fold of isoproterenol respiration over oligomycin‐dependent basal leak respiration.

### Western blot

For immunological determination of protein abundance, cells were lysed with radio immunoprecipitation assay (RIPA) buffer (NaCl (150 mM), Tris–HCl (50 mM), EDTA (1 mM) NP‐40 (1%), and Na‐deoxycholate (0.25%)), 30 µg of extracted protein was size separated in a 12.5% SDS–PAGE and blotted by a Trans‐Blot SD semi‐dry transfer cell (Bio‐Rad) to a PVDF membrane (Millipore). Overnight blocking of the membrane with BSA was followed by treatment with primary antibodies against UCP1 (rabbit anti‐UCP1, Abcam AB23841, 1:10,000), COX4 (rabbit anti‐COX4, Cell Signaling 4844 Technology, 1:5,000), and housekeeper β‐Actin (mouse anti‐Actinb, EMD Millipore MAB1501, 1:5,000). Fluorophore‐conjugated secondary antibodies (goat anti‐rabbit IRDye 800CW and donkey anti‐mouse IRDye 680, Licor Biosciences, 1:20,000) were applied and fluorescent signals detected by Odyssey fluorescent imager (Licor Biosciences).

### Immunocytochemistry

For immunofluorescent staining of SC35/SRSF2 and UCP1 in primary adipocytes, cells were fixed with cooled ethanol (95%) and glacial acetic acid (5%) (10 min, −20°C), permeabilized by Triton X‐100 (0.3%, 10 min), blocked with donkey serum (10% in PBST with Triton X‐100 (0.3%), 2 h), incubated with primary antibodies against SC35 (mouse anti‐SC35, Abcam ab11826, diluted 1:100 in PBST with Triton X‐100 (0.3%) and donkey serum (1%), overnight) or against UCP1 (rabbit anti‐UCP1, Abcam, diluted 1:200 in PBST with Triton X‐100 (0.3%) and donkey serum (1%), overnight) and fluorophore coupled anti‐mouse or anti‐rabbit secondary antibodies (Alexa Fluor 647 donkey anti‐mouse IgG, Life Technologies or Alexa Fluor 546 donkey anti‐rabbit IgG, Life technologies, both diluted 1:500 in PBST with donkey serum (1%). Slides were mounted with Vectashield Mounting Medium with DAPI for nuclear counterstain (Vector Labs), sealed with a coverslip and nail polish, and visualized with 60× oil immersion objective in a confocal laser‐scanning microscope (Olympus FluoView FV10i). Fluorescent signals were quantified with ImageJ software.

### Statistics

Values are presented as means ± SD or means and individual values. Significance of differences was assessed by paired or unpaired two‐tailed Student’s *t*‐test for single comparisons, one‐way or two‐way ANOVA for comparison of two or more groups with Šídák post hoc test for multiple comparisons. Correlations are given with Pearson correlation coefficients. Statistical significance is considered for *P*‐values below 0.05. Statistical analyses were conducted by GraphPad prism 6 software.

## Author contributions

AB‐H, YL, and MK designed the study and wrote the manuscript. AB‐H conducted experiments and analyzed data. CK helped with some experiments and performed data analysis. PW performed SGSeq analysis. AS helped with immunocytochemistry and Mito Tracker experiments. PCS and BD conducted *Ctcflos* KD RNA‐seq experiments. TF provided iBAT RNA‐seq data and helped with RNA‐seq analysis.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Source Data for Expanded View Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

## Data Availability

RNA sequencing data of Ctcflos KD and control samples 24 or 72 h after knockdown are available at Gene Expression Omnibus GSE169150 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE169150). Deep RNA sequencing data of Ctcflos KD and control cells 24 h after knockdown are available at Gene Expression Omnibus GSE169151 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE169151).

How the deposited data were processed for this re-analysis (not part of the article)

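The data are 6 RNA-seq libraries of primary brite adipocytes, 3 with *Ctcflos* KD by ASO1 and 3 with a nontargeting control oligonucleotide, both at 50 nM, harvested 24 h after the KD on day 1 of differentiation and sequenced in 150 bp paired-end reads. Groups and replicate numbers come from the sample labels, and the oligonucleotide from the legends of Fig 6 and Fig EV5. The numbers shared by KD and control libraries are taken from the labels and the paper does not say that they mark a common culture.

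The authors deposited 1 table of RPKM values, that is, reads per kilobase of transcript scaled to the mapped reads of each library, with 168326 lines and 52089 symbols. After exact repeats were removed, 168021 lines were used, of which 88037 are for GenBank clones, 48232 for Ensembl transcripts and 26275 for curated RefSeq mRNAs, and 183 accessions still occur on more than 1 line. Replicates were not pooled by the authors. For the splice analysis the paper states alignment with STAR to GRCm38, splice graphs by SGSeq on Gencode vM21 and tests by DEXSeq. Its text does not name how this table was made. The values carry no splice junctions. 14 symbols are written as dates in the table and were kept as they are. For another RNA-seq data set, the paper states that unique hits were assigned to transcripts of the ElDorado database from RefSeq, Ensembl and GenBank and given in RPKM, and it does not state this for the libraries used here. Overlapping accessions share reads, so that accessions of a gene are not independent, and changes of overlapping genes can reach each other. *Ctcfl* overlaps *Ctcflos* on the opposite strand, and its values are uncertain because the counting is not stated to use the strand.

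The designs fixed before the data were examined assumed counts. Because the table holds RPKM, tests for counts were not used, and the fallback fixed with them was taken: limma on log2(RPKM + 1), with accessions or genes of mean RPKM at least 1. The gene value is the mean RPKM over all accessions of a symbol. Abundance was tested with limma-trend, usage with limma diffSplice (gene-level Simes p-values), and gene sets with camera at an inter-gene correlation of 0.01. P-values were adjusted by the Benjamini-Hochberg method over all genes or accessions tested, and 4 gene sets formed 1 family. Single values were compared with exact two-sided permutation tests, which for 3 libraries against 3 cannot go below p = 0.1. The work used R 4.3.3, limma 3.58.1, data.table 1.17.8, Python 3.11.15, pandas 2.3.3 and numpy 2.4.6.

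The depth was recovered from the values: for Ensembl transcripts with a Gencode vM21 length, low RPKM values of a library are whole multiples of the value of 1 read. The depth ranged from 60.8 to 75.5 mio mapped reads in *Ctcflos* KD (median 75.1) and from 62.9 to 79.2 mio in controls (median 78.0). At this depth, 1 read on a transcript of 1 kb gives an RPKM far below the filter of 1, while *Ctcflos* rests on few reads.

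The genes that the text may name were fixed by a rule before the data were examined: *Ctcflos*, its neighbours *Ctcfl* and *Pck1*, every gene the paper names, the 5 genes with the smallest usage p among those called in which the share of the most changed accession does not overlap between groups, and the 5 most increased and 5 most decreased genes among those called without overlap. That rule also asked for a mean count of 50, for which the mean RPKM of 1 stands in. *Ctcflos*, *Ctcfl*, *Prdm16*, *Mef2c* and *Dlk1* have a mean under 1 and were taken from a fit without a filter.

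The methods were tested on simulated data with the means of the libraries and an SD of 0.202 on the log2 scale. Of 187 genes changed by 1 on the log2 scale, 187 were called, with 5 false calls among 12548 genes. Of 200 genes with an accession changed by 2 on the log2 scale, diffSplice called 200 among 10027 genes. The noise of accessions was drawn independently around that of their gene, where accessions in the libraries share reads. Usage relative to the mean of the gene in each library also called these 200, with 3 false calls. When 200 whole genes were changed without a change of usage, diffSplice made 30 false usage calls at a pseudocount of 1 and 0 at a pseudocount of 0.1.

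Alternatives were a pseudocount of 0.1, no filter on low values, scaling by the median of ratios, the replicate number as a block, another gene-level test, an adjusted p of 0.01, accessions with at least 5% of the gene, an estimated inter-gene correlation, and leaving out each library in turn. Usage relative to the mean of the gene in each library, RefSeq accessions alone and transcript 1 alone were chosen after seeing the data. Gene spans, transcript lengths, GC content and matches to oligonucleotides come from Gencode vM21. Of 11701 genes tested, 9420, or 80.5%, have a span, 471 of them through an older symbol. Introns were not searched, because the genome sequence was not used here. The inclusion of *Insr* exon 11 and the ratio of the *Prdm16* isoforms were not analysed here.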

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

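The limit of 100 kb and the tests of transcript length, GC content, sequencing depth, GenBank clones and other splits for long genes were chosen only after the result was seen. The choice of a match of 11 bases to ASO1 was made before its result was seen, and the further tests of that match were set after this result and before their own, apart from the test of base order, chosen after its result.

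The paper reports splice events from these libraries and does not report the abundance of genes in them. Abundance differed in 2803 genes. The 5 most increased genes, *Gm8113*, *Serpinb6b*, *Sprr1a*, *Serpinb9* and *Cd24a*, had log2 fold changes from 1.96 to 2.53, and the 5 most decreased, *Gbe1*, *Gas6*, *Cyp7b1*, *Colec12* and *Tmem45a*, from -1.94 to -1.78, each with every KD library on the same side of every control. Scaling by the median of ratios, which would remove a difference in library composition, gave 2957 genes. Only 4 of the 10 splits of the 6 libraries part all 3 same-numbered pairs, the real one included, and 1 of these 4, the real one, gave as many genes and 1 as many accessions. The other 3 called 0 genes, with 19 to 991 genes at an unadjusted p under 0.05, and the 6 splits that part 1 pair also called 0, with 10 to 627. As no share under 1 of 4 was possible, these splits by themselves cannot separate the result from an accidental grouping, and neither the labels nor the paper name a batch. In these libraries, an effect of *Ctcflos* loss cannot be told apart from an effect of ASO1 on other transcripts, since they hold no other oligonucleotide against *Ctcflos*. The paper also describes transcriptomes with ASO2 (Fig 5A), which were not analysed here.

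Genes that span at least 100 kb were lower in *Ctcflos* KD, and their median log2 fold change differed from that of the other genes by -0.39 (920 against 8500 genes). The median log2 fold change was 0.078 for genes under 10 kb, 0.10 from 10 to 30 kb, -0.037 from 30 to 100 kb, -0.28 from 100 to 200 kb and -0.57 over 200 kb. By library, against the controls other than itself, the shift was -0.39, -0.55 and -0.23 in KD replicates 1 to 3 and 0.031, 0.0036 and -0.047 in the controls (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). The rank correlation of fold change with gene span, across genes that are not independent replicates, was -0.26. It was -0.29 with transcript length held constant and -0.27 with GC content held constant. The shallowest control shifted by -0.047, so that depth alone did not give the shift. RefSeq accessions alone gave -0.44, which goes against intron reads on GenBank clones. Among genes of like span, those that match ASO1 differed by -0.38, but without genes that match over 10 bases or more the shift of long genes was -0.38, so that matches in mature transcripts do not account for it. Of the 4 comparable splits, 1, the real one, gave a shift as large, and the others gave -0.25, -0.029 and 0.11. As 1 of 4 is the lowest share that these splits allow, they cannot separate the shift from an accidental grouping of the libraries. One hypothesis is that the KD, or ASO1 itself, may lower the output of long genes. Without a filter on low values, where 38335 genes were tested, the shift was -0.076, and with the filter at a pseudocount of 0.1 it was -0.54. The pseudocount of 1 understates changes of the weak genes added without the filter. The value of -0.076 therefore cannot tell whether long genes among them are lower. The shift is thus shown only for genes with a mean RPKM of at least 1. Matches of ASO1 within introns, of which long genes hold more sequence, were not tested.

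The paper prints the same sequence for ASO1 and ASO3, and the matches below rest on it being that of ASO1. The longest annotated transcript of 83 genes other than *Ctcflos* holds a contiguous match of at least 11 bases to the 16-base site of ASO1. The mean log2 fold change of these genes differed by -0.38 from that of the other genes within deciles of gene span, and 0 of 100 oligonucleotides with the same bases in shuffled order gave a difference as low, which goes against base composition alone. These matched a median of 29.5 genes. By library the difference was -0.43, -0.43 and -0.28 in *Ctcflos* KD and 0.0044, -0.038 and 0.034 in controls (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). The change grew with the match: the mean within span deciles was -0.0098 for 1083 genes with a longest match of 9 bases, -0.15 for 267 genes with 10, -0.32 for 62 with 11 and -0.57 for 21 with 12 or more, of which 15 were called lower and 1 higher. Genes with 12 or more differed from those with 10 by -0.42. The 92 genes that match the sense sequence of ASO1 differed by 0.031, but that sequence is rich in G where the site is rich in C, so that it does not test base composition. With transcript length and GC content held constant the difference was -0.39. The 7 genes that match the control oligonucleotide were higher in *Ctcflos* KD by 0.29, in so few genes that little rests on it. Of the 4 comparable splits, 1, the real one, gave a difference as large, again the lowest share possible. These values are consistent with ASO1 lowering transcripts that it matches in part, which remains a hypothesis. A match of at least 11 bases is held by 36 of the 1281 genes called lower with a span (2.81%, against 0.577% of the others). Of the 267 genes with a longest match of 10 bases, 72 were called lower and 7 higher. *Gbe1* is among the matching genes, as is *Adipoq* of the general adipogenesis markers, singled out after its values were seen, and 0 of the 34 compared genes of Fig 6Z and Fig EV5H are, of which *Mapk9* has a match of 10 bases.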

How the results depend on the processing

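Alternatives were fixed before the data were examined unless said otherwise, and the cause of each change below was not tested. Without a filter on low values, 864 genes and 2225 accessions were called for usage, 4 of them genes of Fig 6Z and Fig EV5H, and 1807 genes for abundance. The shift of long genes was then -0.076 and that of genes matching ASO1 -0.20. At a pseudocount of 0.1 they were -0.54 and -0.48. An adjusted p of 0.01 gave 41 genes for usage, and accessions with at least 5% of the gene gave 31 genes and 52 accessions. Usage relative to the mean of the gene in each library, chosen after seeing the data, called 0 genes and 0 accessions, with 7729 accessions at an unadjusted p under 0.05. The 66 usage calls therefore depend on the method. On simulated data this method called 200 of 200 changed genes, with 3 false calls. There, the most abundant accession changed by 2 on the log2 scale. In *1600012H06Rik*, *Lig3*, *Tor1aip2*, *Siae* and *Vcan*, the most changed accession shifted by at most 1.00 in size. The simulation thus cannot tell whether this method would find shifts as small as these.

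With the replicate number as a block, 1671 genes were called for abundance and 0 of the genes of Fig 6Z and Fig EV5H for usage (3 at an unadjusted p under 0.05). *Ctcflos* kept its log2 fold change of -0.66 with an adjusted p of 0.11, where its alternatives ranged from 0.0097 to 0.13 (limma). Scaling by the median of ratios called 0 genes of Fig 6Z and Fig EV5H for usage (6 at an unadjusted p under 0.05). With an estimated inter-gene correlation, no gene set passed: the median log2 fold changes of 0.37 (splicing factors), -0.75 (brite markers), -0.83 (core regulators) and -0.44 (general adipogenesis) had adjusted p-values from 0.17 to 0.19 from limma camera.

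Across the 6 fits that each left out 1 library, the number of genes called for abundance went from 369 to 4810 and of accessions from 5172 to 28422, the number of genes called for usage from 26 to 263 and of accessions from 40 to 502, and the number of genes of Fig 6Z and Fig EV5H called for usage from 0 to 2, with 2 to 9 at an unadjusted p under 0.05. The log2 fold change of *Ctcflos* ranged from -0.72 to -0.63, with adjusted p-values of 0.0097 to 0.13 (limma), and the median of the general adipogenesis set from -0.61 to -0.34. That set lost its call without KD replicate 2 (adjusted p = 0.076 from limma camera, where its alternatives ranged from 0.0049 to 0.19). The highest counts for genes and accessions came without KD replicate 3, whose removal left 2759 of the 2803 genes called. The share of genes called that were higher was 48.1% and 31.4% to 56.7% across these fits.

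Among the genes of Fig 6Z and Fig EV5H, log2 fold changes changed sign in some of these fits in genes not called with all libraries, with ranges of -0.021 to 0.078 for *Atf2*, -0.27 to 0.21 for *Rarres2*, -0.46 to 0.16 for *Vegfa*, -0.071 to 0.12 for *Vdac1*, -0.055 to 0.047 for *Clk1*, -0.076 to 0.13 for *Hnrnpf*, -0.0073 to 0.076 for *Rbm4* and -0.41 to 0.010 for *Mbnl1*. *Clk1* was also at -0.0088 with scaling by the median of ratios. Over the genes of Fig 6Z and Fig EV5H, the 5 most increased and 5 most decreased genes, *Ctcfl*, *Pck1*, *Ucp1* and *Ebf1*, each under every alternative for abundance but RefSeq accessions alone, 462 fold changes kept their direction and their side of an adjusted p of 0.05, 25 lost a call, 6 gained one and 13 changed sign. The alternatives for counts, that is, other tools, size factors and count filters, were not run because the table holds RPKM, and the alternatives for *Insr* exon 11 and the *Prdm16* isoforms were not run because these were not analysed here. *Ctcflos*, *Ctcfl*, *Prdm16*, *Dlk1* and *Mef2c* were fitted without a filter, so that this alternative has no value of its own for them and is not counted. The depth limits *Ctcflos*, with 5 to 28 reads on transcript 1 in the KD libraries, and other genes under 1 RPKM.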

Differences from the paper's values

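Changed usage was called in 66 genes, where the paper's value is 455 transcripts from splice events. None of the alternatives set before the data were examined closed the gap: without a filter on low values the count was 864, above the paper's, and the others gave 26 to 263. The 2 values do not count the same features, since splice events were not analysed here.

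The depth recovered from the RPKM values had a median of 75.3 mio mapped reads per library, where the paper's value is about 40 mio reads. The recovered value counts what the RPKM values treat as 1 read. None of the alternatives set before the data were examined changes the depth, and the cause of the difference was not tested.

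The paper lists the genes of Fig 6Z as differentially spliced, among them *Insr*, *Pparg*, *Mapk9*, *Mbnl1* and *Rbm4*. Usage of their accessions was called in 0 of these 31 genes, with 4 at an unadjusted p under 0.05. *Clk1* was called without a filter on low values, without KD replicate 3, without control replicate 3, when the adjustment covered the list alone, and as an accession with the settings fixed beforehand. *Hadha* was called without a filter, without control replicate 2, and when the adjustment covered the tested genes of Fig 6Z and Fig EV5H together. Of the other genes of Fig EV5H, *Map4k4* was called, and *Mef2c* was called without a filter. The paper reports lower inclusion of *Insr* exon 11, which was not analysed here.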

Other observations

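The tests of *Ctcflos* KD replicate 3 and of the pseudocount for usage were chosen only after the result was seen, and the other tests here before it.

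For usage, 1 of the 4 splits of the libraries that part all 3 same-numbered pairs gave as many genes and 1 as many accessions, in both cases the real one and the lowest share possible, and the other 3 called 0 genes, with 31 to 119 genes at an unadjusted p under 0.05. The 6 splits that part 1 pair called at most 6. The pseudocount compresses low accessions, which gave false usage calls on simulated whole-gene changes. In the libraries, 58 of the 66 genes were also called at a pseudocount of 0.1, which goes against this as the source of most calls.

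*Ctcflos* KD replicate 3 lay between the groups. On the line between the group means, drawn without the library in question, it stood at 0.434, where 0 is the mean of the controls and 1 that of the other KD libraries. KD replicates 1 and 2 stood at 1.13 and 1.07, and the controls at -0.00070, 0.181 and 0.0322. Its *Ctcflos* value was 28.0% of the lowest control, which goes against a mislabelled sample. For genes that rose at least 1 on the log2 scale without it, it had a median of 0.259 of the change in RPKM, against 0.724 for genes that fell and 0.819 for *Ctcflos*. The difference of -0.47 goes against control RNA mixed into the library, which would move all genes by the same fraction on the RPKM scale. After scaling by the median of ratios it stood at 0.448, and the control of similar depth was closer to the other controls than to the KD libraries by 0.067 in rank correlation, the latter of which goes against depth. The scaling moved the position little, so that a difference in library composition cannot be told apart by it. A weaker or slower response of that culture may remain, with *Ctcflos* less depleted, and was not tested.

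The sequence that the paper prints for both ASO1 and ASO3 was used here. ASO1 is directed at transcript 1 of *Ctcflos*. Its site, AATCCTCCACCCAAGC, lies in exon 3 of transcript 1, on chromosome 2 of GRCm38 from 173114615 to 173114630, at positions 1143 to 1158 of the transcript, and occurs in full in 1 of 141767 annotated transcripts. The GenBank accessions that the paper pairs with transcripts 3 and 4 were at 19.2% and 18.3% of the control mean, like that of transcript 1 at 14.7%. The number of annotated transcripts 3 and 4 that hold the site is 0, and at most 18.6% of their bases lie in exons of transcript 1, so that neither a shared site nor shared exons accounts for the decrease. For transcript 3, a candidate explanation is that ASO1 acts on a precursor shared with transcript 1. Transcript 4 as annotated starts at 173124749, downstream of the site, so that its annotated precursor does not hold the site. For both, ASO1 may act on transcription of the locus. These explanations were not tested.

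The gene sets come from claims the paper makes for BRB-seq or qPCR. The 33 splicing factors drawn red in Fig EV4A that were tested were all higher (median log2 fold change 0.37, adjusted p = 5.1e-08 from limma camera). Colour in that figure stands for the log2 fold change 24 h after the same KD. The set was thus picked by the paper's own result, and its value does not speak for splicing factors outside it. The 5 brite markers of Fig 5D and the 8 core regulators tested were all lower, with medians of -0.75 (adjusted p = 0.0037 from limma camera) and -0.83 (adjusted p = 5.0e-05 from limma camera). Of the core regulators, *Nfia*, *Ebf1*, *Thrb*, *Ebf2*, *Pparg* and *Ppargc1a*, the gene of PGC1α, span over 100 kb. The lower values of long genes may therefore account for part of the decrease of the core regulators. The shorter *Ppara* and *Cebpb* had log2 fold changes of -0.83 and -0.23. Of 7 general adipogenesis markers, 1 was higher, with a median of -0.44 (adjusted p = 0.015 from limma camera). The paper describes the brite markers, and in the same context the general adipogenesis markers, at a later time point than the 24 h of these libraries. It also places the fall of *Thrb*, *Ppara*, *Cebpb* and *Ppargc1a* later than that of *Nfia*, *Ebf1* and *Pparg*. For the genes described at the later time point, the values here neither repeat nor contradict the paper's results. Of the 4 comparable splits, 1, 1, 1 and 2 gave a p-value as small for these sets in turn, and of all 10 splits 1, 3, 1 and 3. The smallest p-value of a split other than the real one was 2.5e-07 for splicing factors, in the split that sets KD replicates 1 and 2 and control replicate 2 against the others and so keeps part of the KD comparison.

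*Ebf1*, a core regulator of at least 100 kb, was called for usage (adjusted p = 7.8e-04 from limma diffSplice). Its adjusted p ranged from 7.3e-11 to 0.49 over the alternatives, and it was not called without KD replicate 1, without control replicate 1, without control replicate 3, or relative to the mean of the gene in each library. Its abundance was 2.96, 2.61 and 4.02 RPKM in the KD libraries and 6.79, 7.02 and 6.73 RPKM in controls (log2 fold change -0.92, standard error 0.131, adjusted p = 0.0059 from limma), with adjusted p-values from 3.9e-04 to 0.041 over the alternatives.

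*Ucp1* had 20.7 ± 7.30 RPKM (SD, n = 3) in *Ctcflos* KD and 50.5 ± 20.9 RPKM (SD, n = 3) in controls (log2 fold change -1.21, standard error 0.371, adjusted p = 0.048 from limma), with adjusted p-values from 0.026 to 0.16 over the alternatives. *Pck1*, a neighbour of *Ctcflos*, had 6.35, 7.46 and 20.1 RPKM in the KD libraries and 21.3, 24.8 and 22.1 RPKM in controls (log2 fold change -1.11, standard error 0.352, adjusted p = 0.053 from limma), with adjusted p-values from 2.8e-04 to 0.16 over the alternatives. *Ctcfl* had 0.0386 against 0.170 RPKM (adjusted p = 0.068 from limma), which is uncertain because it overlaps *Ctcflos* on the opposite strand. For *Prdm16*, accessions with and without exon 16 carried the same recovered reads in each library, so that either no read fell on exon 16 or reads were not assigned exon by exon, and the table does not separate the isoforms that the paper measured by PCR.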
